# NADcapPro and circNC: methods for accurate profiling of NAD and non-canonical RNA caps in eukaryotes

**DOI:** 10.1038/s42003-023-04774-6

**Published:** 2023-04-13

**Authors:** Sunny Sharma, Jun Yang, John Favate, Premal Shah, Megerditch Kiledjian

**Keywords:** RNA metabolism, RNA

## Abstract

Accurate identification of NAD-capped RNAs is essential for delineating their generation and biological function. Previous transcriptome-wide methods used to classify NAD-capped RNAs in eukaryotes contain inherent limitations that have hindered the accurate identification of NAD caps from eukaryotic RNAs. In this study, we introduce two orthogonal methods to identify NAD-capped RNAs more precisely. The first, NADcapPro, uses copper-free click chemistry and the second is an intramolecular ligation-based RNA circularization, circNC. Together, these methods resolve the limitations of previous methods and allowed us to discover unforeseen features of NAD-capped RNAs in budding yeast. Contrary to previous reports, we find that 1) cellular NAD-RNAs can be full-length and polyadenylated transcripts, 2) transcription start sites for NAD-capped and canonical m^7^G-capped RNAs can be different, and 3) NAD caps can be added subsequent to transcription initiation. Moreover, we uncovered a dichotomy of NAD-RNAs in translation where they are detected with mitochondrial ribosomes but minimally on cytoplasmic ribosomes indicating their propensity to be translated in mitochondria.

## Abstract (web summary)

Two methods NADcapPro and circNC are presented for precise identification of NAD-caps and non-canonical caps in eukaryotic RNAs.

## Introduction

The presence of modified nucleosides is a characteristic feature of the majority of cellular RNAs. Modified nucleosides generally ascend from the chemical modification of a genetically encoded nucleoside. One exception is the addition of an N7-methylguanosine to the 5ʹ end of select eukaryotic RNAs transcribed by RNA polymerase II referred to as “m^7^G cap”^1^. Historically only eukaryotic transcripts were believed to contain 5ʹ end modifications since the original analyses of bacterial RNA composition did not detect modification on the 5′ end^2,3^. However, seminal work in the late 1970s^4^ and early 2000^5^ established that nucleotide metabolites, by virtue of their adenosine nucleotide moieties (NAD and FAD), could be utilized by *E. coli* and T7 RNA polymerases as initiating nucleotides for RNA synthesis in vitro. The initial evidence that NAD caps are indeed incorporated into RNA in cells was provided by mass spectrometry (LC-MS) in bacteria^6^. Nonetheless, due to the inability of MS analysis to provide the sequence context, the physiological role of these noncanonical caps remained elusive.

To assess the significance of the presence of the NAD cap in cellular RNA, a chemo-enzymatic and Next Generation Sequencing (NGS) based method, known as NAD captureSeq (NADcapSeq), was introduced in 2015^7^. This method not only corroborated the presence of NAD-capped RNAs (hereafter referred to as NAD-RNA) in bacteria but also divulged the identity of the transcripts. NADcapSeq transpired to be a decisive advance in assessing the function of these caps in RNA metabolism. Subsequent NADcapSeq analyses of yeast^8^, plant^9^, human^10^, and archaeal RNA^11,12^ have led to the identification of a significant number of transcripts with a NAD cap and have established the presence of the NAD cap as a 5′ non-canonical cap in all three domains of life.

NADcapSeq leverages the unique feature of Adenosine Diphosphate Ribosyl Cyclase (ADPRC) from *Aplysia californica* to replace nicotinamide with alkynyl alcohol, in a transglycosylation reaction^13^. The ‘clickable’ transglycosylation product is next biotinylated by a copper-catalyzed azide-alkyne cycloaddition (CuAAC)^7^. After enriching the biotin-linked RNAs using streptavidin beads, the RNAs are subjected to NGS-based RNA Seq analysis to identify the NAD-RNAs. Although NADcapSeq is a robust method for cataloging NAD-RNAs, recent studies have highlighted two of its key limitations; (a) the dependence on the use of copper ions as a metal catalyst for the *Huisgen cycloaddition* reaction^14^, and (b) ADPRC promiscuity^15,16^. Metal ions, including copper, can induce RNA fragmentation, which could hinder the detection of low-abundant RNAs, and manifest a bias toward shorter fragmented reads from the 5′ termini of relatively abundant RNA^17^. A further limitation of profiling NAD-capped RNAs by NADcapSeq in eukaryotes involves the residual promiscuity of the ADPRC enzyme on the m^7^G-capped RNAs^16^ (hereafter referred to as m^7^G-RNA). Depletion of m^7^G-RNA by an anti-m^7^G cap antibody has been used as one strategy to minimize the level of m^7^G-RNA in the NAD-RNA population^16^. Although this is an improvement, additional approaches to streamline NAD cap detection are indispensable for the rapid and accurate profiling of the NAD-RNAs in eukaryotes. Furthermore, the current lack of high-resolution mapping of the NAD position in eukaryotes precludes mechanistic determination of NAD cap addition.

Here we report two methods, NAD cap profiling (NADcapPro) Seq, and intramolecular circularization of Noncanonical-Capped (circNC) RNA. NADcapPro Seq builds on the recently reported use of copper-free Strain-Promoted Azide-Alkyne Cycloaddition (SPAAC)^14^ to identify NAD-capped transcripts in *Arabidopsis*^16^, which depended on m^7^G cap antibody depletion to minimize contaminating m^7^G-RNAs. NADcapPro Seq circumvents the antibody depletion by coupling the robust m^7^G decapping activity of Dcs1^18^ prior to the SPAAC reaction. Dcs1 abolishes the unfavorable residual enzymatic activity of ADPRC towards canonical m^7^G cap. Moreover, direct visualization of the NAD-capped RNAs was possible with streptavidin-conjugated IRDye. A second method, circNC, provides an independent mechanism to detect non-canonical capped RNAs at the nucleotide level of precision. Analysis of NAD-capped RNAs initially detected by NADcapPro subjected to circNC enabled us to extrapolate that NAD caps are not only incorporated as noncanonical initiating nucleotides in place of ATP but, can also be post-transcriptionally added in eukaryotic cells. Furthermore, NAD caps were found to be associated with mitochondrial ribosomes, raising the possibility that they can be translated in mitochondria.

## Results

### Development of NADcapPro and visualization of NAD-RNAs

A key limitation of the NADcapSeq method used previously for detecting NAD-RNAs is the use of copper ions as a metal catalyst for the *Huisgen cycloaddition* reaction^14^. An alternative approach based on copper-free chemistry, the strain-promoted azide-alkyne cycloaddition (SPAAC) reaction^19^ was recently reported^16^. Instead of using 4-pentyn-1-ol (NAD capSeq), 3-azido-1-propanol is used for the ADPRC-catalyzed transglycosylation reaction (Fig. 1a) where an azide moiety instead of an alkyne is generated to replace nicotinamide, which would then become amenable to the SPAAC reaction^19^. The azide residue introduced upon transglycosylation can be subjected to the autocatalytic alkyne moiety of biotin-PEG4-Dibenzylcyclooctyne (biotin-PEG4-DBCO) to obviate the need of using copper ions (Fig. 1a and Supplementary Fig. 1a).

**Fig. 1:**
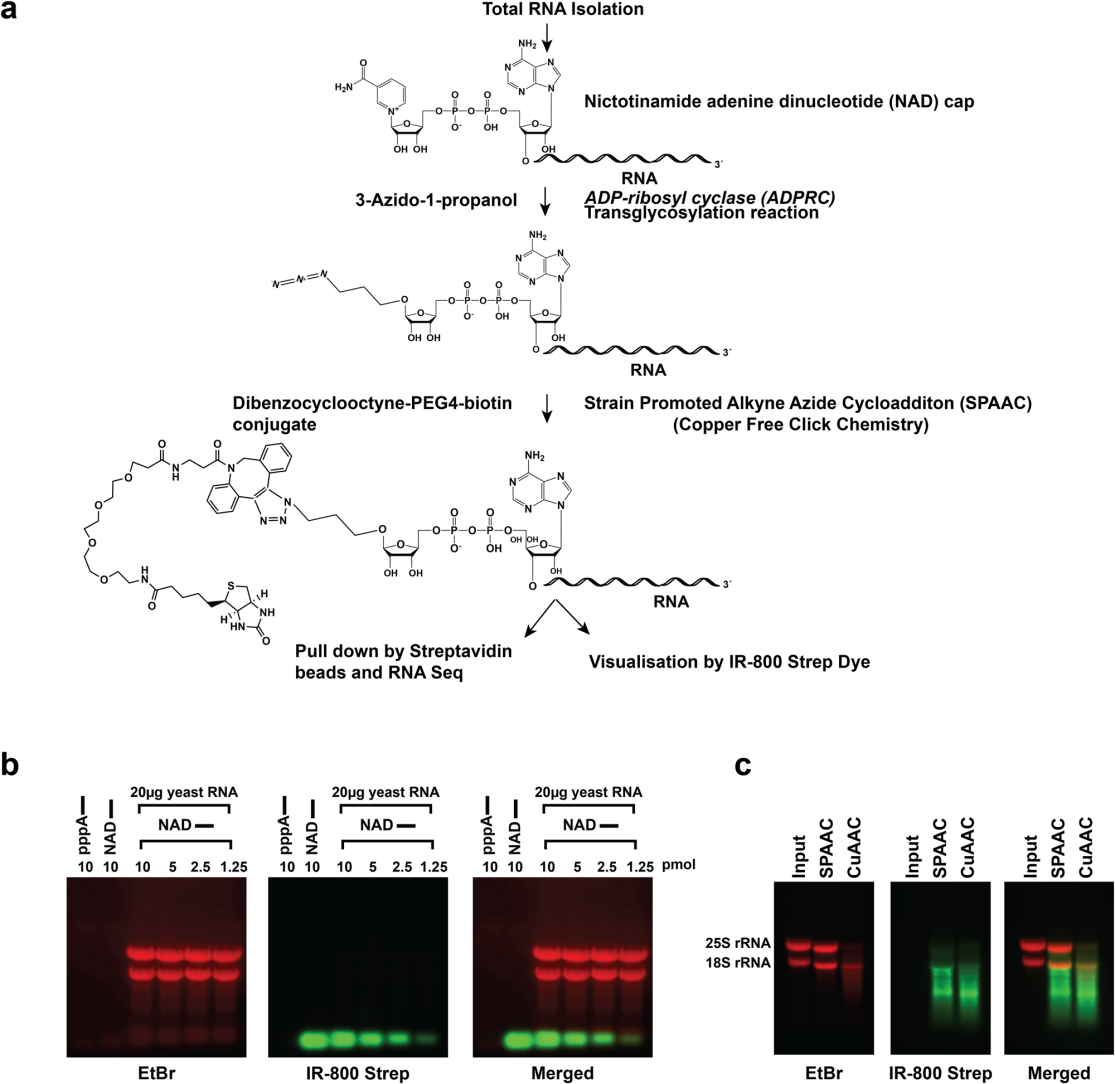
SPAAC chemistry is superior to CuAAC for characterizing NAD-capped RNAs. **a** Schematic illustration of the SPAAC reaction to profile NAD-capped RNAs. **b** Ten picomoles of 40 nts in vitro transcribed RNA with a 5′ triphosphate (pppA) or 5′ NAD cap were subjected to the SPAAC reaction. The RNAs were resolved on an agarose gel at the indicated concentration either without or with the addition of 20 µg of background total yeast RNA and transferred onto a Nitrocellulose membrane. The biotin-conjugated RNAs (NAD) were visualized by near-infrared (IR) IRDye® 800CW streptavidin-based detection using Odyssey Fc (Li-Cor Biosciences). The NAD cap or uncapped RNA is represented by the NAD of pppA followed by a line that denotes the RNA. **c** Twenty micrograms of total yeast RNA were subjected to SPAAC and CuAAC reactions and the RNAs were detected using IRDye® 800CW. The CuAAC reactions led to RNA degradation while the SPAAC reactions minimally affect the integrity of the RNA.

We expanded on the use of the previously reported SPAAC approach^16^ with two important modifications including direct visualization of the NAD-RNAs and elimination of contaminating m^7^G-capped RNAs. In vitro transcribed NAD-RNAs and triphosphate (pppA) RNAs were subjected to the SPAAC reaction and the biotin-conjugated RNA (corresponding to NAD-RNA); was visualized by near-infrared (IR) IRDye® 800CW streptavidin-based detection. As observed in Fig. 1b, IRDye® 800CW streptavidin enables direct visualization of biotinylated NAD-RNAs and importantly validated the feasibility of the SPAAC reaction for detecting NAD-RNAs. This was further verified by using the same NAD-RNA substrate subjected to NAD decapping (deNADding) by Rai1 treatment prior to the SPAAC reaction which eliminated the signal (Supplementary Fig. 1b). Rai1 is a well-characterized deNADding enzyme that removes the intact NAD moiety without degrading the subsequent RNA^10^. Moreover, the sensitivity of IR dye for the detection of NAD-RNAs is in the fmol range. SPAAC reactions with different concentrations of in vitro transcribed NAD-RNAs demonstrated that biotin-conjugated RNAs can be detected by the IR dye at levels as low as 15.6 fmol (Supplementary Fig. 1c). Importantly as previously reported^20^, negligible levels of background autofluorescence and a higher signal-to-noise ratio is apparent for the IR dye approach. Next, to assess the advantage of SPAAC over CuAAC^7^ in terms of preserving the RNA integrity, total RNA isolated from yeast cells was subjected independently to SPAAC and CuAAC reactions. As expected, using previously published conditions for the CuAAC reactions led to RNA degradation while the SPAAC reactions minimally compromised RNA integrity (Fig. 1c). However, whether further optimization of the CuAAC reaction may also minimize RNA degradation is not clear.

Current approaches to scoring NAD-capped RNAs in eukaryotes are limited by the detection of background residual m^7^G-capped RNA^10,16^ which conflates the two populations of caps. To begin optimizing eukaryotic NAD-RNA isolation, we delineated the nature of this background more systematically by assessing the residual activity of ADPRC on canonical-capped RNAs, especially m^7^GpppA and m^7^GpppG (account for the majority of transcription start site (TSS) base^21^). Consistent with previous reports^10,16^, detection by IR dye of biotinylated RNA analyzed by SPAAC revealed residual activity on m^7^GpppA capped RNAs (Fig. 2a, and Supplementary Fig. 7). Interestingly, this was not observed with m^7^GpppG RNAs demonstrating a level of specificity previously unknown for adenosine as the first transcribed nucleotide. With the recent mass spectrometry-based estimates of relatively higher m^7^GpppA-capped RNA to NAD-RNA^9^ even minor levels of detection could skew NAD cap detection.

**Fig. 2:**
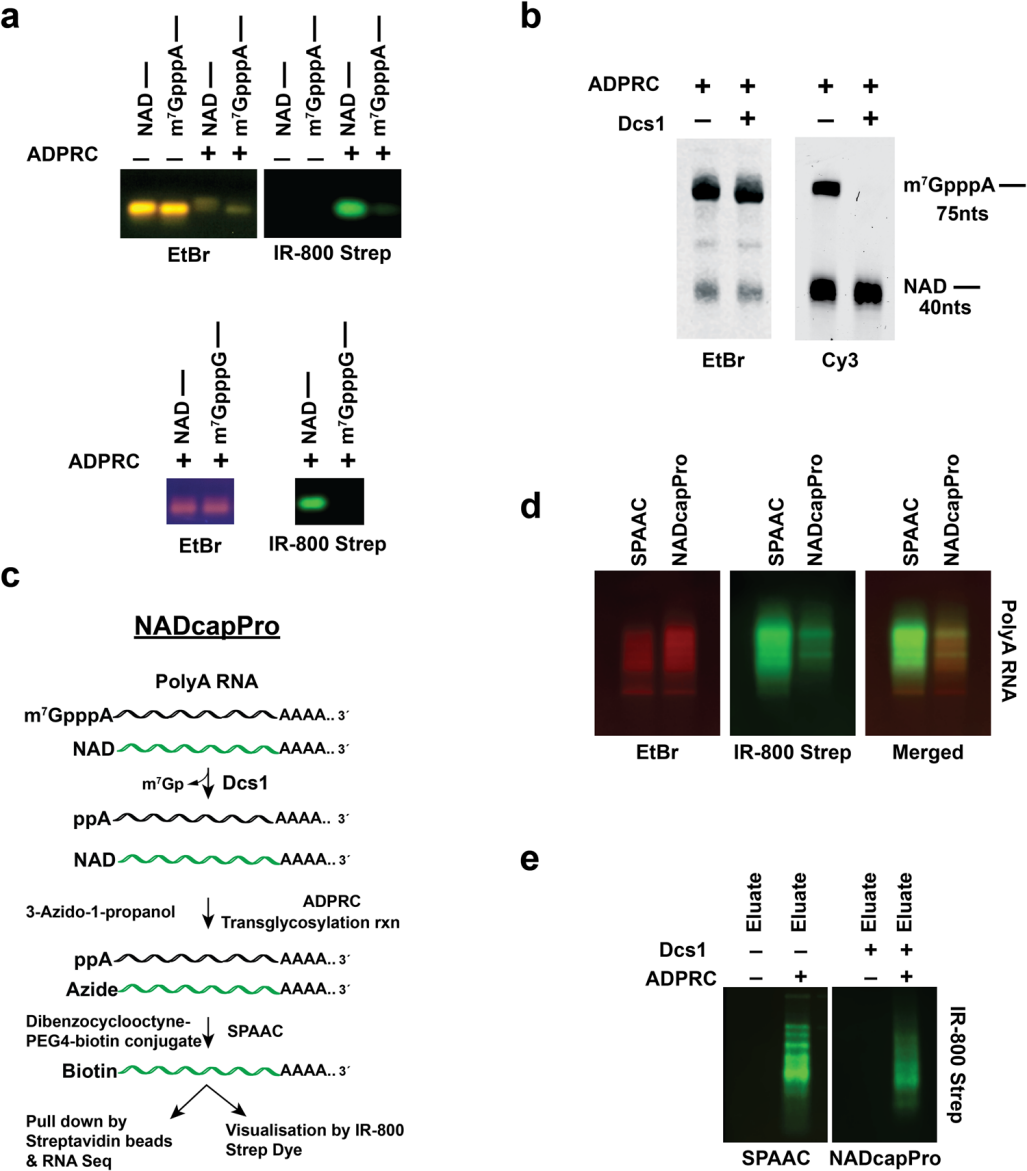
ADPRC cross-reactivity with m^7^GpppA capped RNAs and NADcapPro as a superior method to resolve the inherent limitations of previous methods. **a** Ten picomoles of 40nts in vitro transcribed NAD-, m^7^GpppA- and m^7^GpppG-capped RNA were subjected to the SPAAC reaction and visualized using IRDye® 800CW. Detection of biotinylated RNA analyzed by SPAAC revealed residual activity only on m^7^GpppA-capped RNA. **b** In vitro transcribed m^7^GpppA-RNA (75nts) with and without Dcs1 and 40nts of NAD-capped RNA were mixed at molar ratios of (50:1) in a SPAAC reaction. The RNAs were visualized directly in the gel. ADPRC exhibited a noticeable activity towards m^7^GpppA capped RNA in the absence of Dcs1 treatment. Treatment of the RNA mixture with Dcs1 explicitly abolished the reactivity of the APRC towards the m^7^GpppA-capped RNA without compromising the detection of NAD-RNA. **c** Schematic illustration of NADcapPro protocol used in the present study. **d** Comparison of the SPAAC and NADcapPro reactions using endogenous polyA+ RNA isolated from yeast were resolved by agarose gel electrophoresis and visualized using IRDye® 800CW. A substantial reduction in NAD-RNA signal is apparent in the NADcapPro lanes compared to the SPAAC lanes, consistent with the selective removal of m^7^G-capped RNA detection. **e** PolyA+ RNA (15 µg) was subjected to SPAAC and NADcapPro. The affinity-purified biotinylated RNA corresponding to NAD-capped RNA was eluted from streptavidin beads and visualized using IRDye® 800CW as in (**d**).

To profile bona fide NAD-RNAs more accurately in eukaryotes, we developed a modified SPAAC approach to enzymatically remove m^7^G-RNAs from the reaction. We leveraged the selective activity of the yeast scavenger decapping enzyme Dcs1^18^ and its robust pyrophosphatase activity on m^7^G-capped RNA that hydrolyzes the phosphodiester bond between the gamma and beta phosphates to release a 5′-diphosphate-RNA (ppRNA) and a 7-methyl-guanosine monophosphate^18^ prior to SPAAC modification. We termed this approach NAD cap profiling (NADcapPro).

To assess the feasibility of NADcapPro, a mixture of in vitro transcribed 75 nts m^7^GpppA-capped RNA and 40 nts NAD-RNA at molar ratios of ~50:1 was used in the absence or presence of Dcs1 treatment. Visualization of the RNA following the SPAAC reaction was carried out with DBCO-Cy3 to visualize the clicked RNAs, avoiding the prerequisite to blot the RNA onto a membrane. As shown in Fig. 2b, ADPRC indeed displayed a noticeable activity towards m^7^GpppA-capped RNA in the absence of Dcs1 treatment with robust detection of the m^7^GpppA-capped RNA. In contrast, treating the RNA mixture with Dsc1 specifically abolished the reactivity of the ADPRC towards the m^7^GpppA capped RNA without affecting the detection of NAD-RNAs, demonstrating the feasibility of NADcapPro for identifying NAD-RNAs in eukaryotes. This was next validated by using endogenous polyA^+^ RNAs from WT cells treated with and without Dcs1 prior to the SPAAC reaction (Fig. 2c). Visualization of the RNAs revealed a substantial reduction in IR dye signal in the NADcapPro lanes compared to the SPAAC lanes, consistent with the selective removal of m^7^G RNA detection (Fig. 2d). In addition, the RNA subjected to NADcapPro can be retained and eluted from streptavidin beads (Fig. 2e) to enable subsequent analysis.

### Transcriptome-wide mapping of NAD-RNAs in yeast

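Genome-scale libraries were made from RNA of budding yeast (*Saccharomyces cerevisiae*), taken from 3 independent biological replicates of WT cells of the laboratory strain BY4741 and 3 of *xrn1-H41A* cells. The methods name polyA RNA for SPAAC and NADcapPro and do not state the input of standard RNA-seq. The mutant carries an amino acid substitution in Xrn1, an exoribonuclease that also removes NAD caps. RNA of each strain was sequenced as standard RNA-seq, after SPAAC and after NADcapPro. In SPAAC, ADPRC exchanges the nicotinamide of the NAD cap for an azide, biotin is joined to the azide by copper-free click chemistry, and the RNA is recovered on streptavidin beads. In NADcapPro, the same reaction follows treatment with Dcs1, which hydrolyzes m7G caps. The values used here came from 18 libraries, 3 in each of the 6 combinations of strain and assay. The authors trimmed the reads with fastp, removed reads that hisat2 aligned to rRNA sequences, and estimated a count for each of 6106 RefSeq transcripts of the R64 assembly with Kallisto. They rounded these estimated counts to whole numbers. Kallisto assigns a read by the short words (k-mers) it shares with transcripts and divides reads that several transcripts share, so counts of near-identical transcripts depend on that division. Total counts in the WT strain ranged from 13038320 to 29409788 (median 24369734) in RNA-seq, from 32811692 to 33816015 (median 33084412) in SPAAC and from 28462212 to 30206709 (median 29491919) in NADcapPro. In *xrn1-H41A* they ranged from 14878320 to 27844296 (median 26974836) in RNA-seq, from 16081559 to 33461204 (median 16627874) in SPAAC and from 23036206 to 26913588 (median 25452988) in NADcapPro. A floor of 3 counts corresponded to between 0.0887 and 0.230 CPM (the count scaled to the library total) in these libraries. Counts of replicate libraries differed by more than the sampling noise in every pair, with a chi-square per transcript from 3.05 to 13.2, so each library was counted as 1 sample.

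From the rounded counts, SPAAC and NADcapPro were each compared with the RNA-seq of the same strain by edgeR's quasi-likelihood test, with TMM normalization and Benjamini-Hochberg adjustment. A transcript was called enriched at a log2 fold change of at least 1 and an adjusted p of at most 0.01, the thresholds of Fig. 3a. Choices that moved these numbers were the scaling between libraries, a correction for transcript length and a test against a 2-fold change. For *xrn1-H41A* SPAAC, fitting all 18 libraries together did so too. The mutated gene itself, XRN1 (YGL173C, R64 chromosome VII, 175527 to 180113, minus strand), was read in all libraries, since the mutation leaves its transcript in place. Its TMM-normalized RNA-seq level was 502 ± 8.61 CPM (SD, n = 3) in WT and 329 ± 4.77 CPM (SD, n = 3) in *xrn1-H41A*. The difference was a log2 fold change of -0.61 (standard error 0.0383, edgeR adjusted p = 1.44e-09). Counts of this kind do not show the substitution, so they do not check the strain labels.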

To demonstrate the feasibility of NADcapPro at the genomic scale, we generated standard RNA-seq, SPAAC-seq and NADcapPro-seq datasets derived from a WT strain and a strain disrupted for deNADding activity of a prominent deNADding protein Xrn1 (*xrn1-H41A*)^22^. Differential expression analyses using DESeq2^23^ identified transcripts enriched in SPAAC or NADcapPro relative to standard RNA-seq. We classified a gene as potentially capped if it was enriched by at least twofold over the standard RNA-seq at a q-value ≤0.01 (Fig. 3a). 

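In WT cells, 285 of the 5979 transcripts tested were enriched in SPAAC over RNA-seq and 950 were depleted to the same degree. NADcapPro enriched 787 of 6020 transcripts in WT and depleted 593. In *xrn1-H41A*, SPAAC enriched 262 of 5968 transcripts and depleted 826, while NADcapPro enriched 867 of 6046 and depleted 597. With each replicate left out in turn, the numbers of enriched transcripts ranged from 276 to 309 for WT SPAAC and from 777 to 793 for WT NADcapPro. The corresponding ranges in *xrn1-H41A* were 246 to 279 and 846 to 868. With the replicate number as a block, the WT counts were 285 for SPAAC and 787 for NADcapPro, and the *xrn1-H41A* counts were 262 and 861. Deviations of same-numbered libraries from their group means were nearly uncorrelated across transcripts, with a mean r of -0.02 in the WT SPAAC comparison, 0.09 in WT NADcapPro, -0.03 in *xrn1-H41A* SPAAC and -0.01 in *xrn1-H41A* NADcapPro. The SPAAC counts moved most when libraries were scaled by their totals alone, which left 71 enriched transcripts in WT and 46 in *xrn1-H41A*. NADcapPro counts under that scaling rose to 992 and 1275. Once each library's trend on transcript length was removed, NADcapPro enriched 457 transcripts in WT and depleted 434, and it enriched 629 in *xrn1-H41A* and depleted 636.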

Based on these two metrics, SPAAC-NAD-seq identified 268 transcripts, whereas NADcapPro seq identified 769 NAD-capped transcripts in WT cells and 830 NAD-capped transcripts in the *xrn1-H41A* cells. The *xrn1-H41A* protein is deNADding deficient yet retains the 5′-3′ exoribonuclease activity^22^ and is expected to have a higher number of NAD-RNAs. However, the differential is modest since yeast harbor additional deNADding enzymes^10,17^ and Xrn1 appears to have a restricted NAD-RNA target population^22^. In addition, although a higher number of NAD-RNAs evident with NADcapPro relative to SPAAC may appear counterintuitive, it is the removal of the abundant contaminant m^7^G-capped transcripts that enables the detection of these low-abundance NAD-RNAs. 

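The NADcapPro and SPAAC libraries of WT cells were also compared directly. Of 6017 transcripts tested, 802 were at least 2-fold higher in NADcapPro and 680 at least 2-fold lower at an adjusted p of at most 0.01 by edgeR's quasi-likelihood test. Leaving out each replicate in turn gave 808 to 816 higher transcripts. With the replicate number as a block there were 803, and same-numbered libraries deviated together with a mean r of -0.01. Scaling by library totals alone raised the number to 1996. The 10 most abundant transcripts took 19.1% ± 0.351 (SD, n = 3) of the counts in SPAAC and 8.36% ± 0.201 (SD, n = 3) in NADcapPro.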

For example, four transcripts that were scored below the significance threshold in SPAAC (RPL21B, ENB1, IMD4, and SGF11) were identified as NAD-RNAs by NADcapPro (Fig. 3a) and further validated to be NAD-capped by an independent approach (see below).

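RPL21B (YPL079W, R64 chromosome XVI, 406636 to 407539, plus strand) encodes a protein of the large ribosomal subunit. Its TMM-normalized level in WT was 1001 ± 23.5 CPM (SD, n = 3) in RNA-seq and 5683 ± 126 CPM (SD, n = 3) in NADcapPro. This gave a log2 fold change of 2.50 (standard error 0.0286, edgeR adjusted p = 2.47e-16), against 0.47 in SPAAC (standard error 0.0286, edgeR adjusted p = 7.27e-10). Of the 31-mers of RPL21B, 76.8% occurred in no other transcript, and the rest were shared with its paralog RPL21A, whose log2 fold change in NADcapPro was 0.00 (edgeR adjusted p = 0.900). SGF11 (YPL047W, chromosome XVI, 465962 to 466261, plus strand) shared no 31-mer and rose from 25.3 ± 1.42 CPM (SD, n = 3) to 116 ± 2.34 CPM (SD, n = 3). Its log2 fold change was 2.18 in NADcapPro (standard error 0.0444, edgeR adjusted p = 2.58e-14) and 0.28 in SPAAC (edgeR adjusted p = 0.000580). Scaling by library totals alone reversed the SPAAC value of SGF11 to -0.03, and removing the trend on length reversed it to -0.15 and that of RPL21B to -0.02.

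ENB1 (YOL158C, chromosome XV, 19491 to 21311, minus strand) was at 228 ± 2.27 CPM (SD, n = 3) in RNA-seq and 295 ± 6.76 CPM (SD, n = 3) in NADcapPro. The log2 fold change was 0.38 (standard error 0.0349, edgeR adjusted p = 1.61e-07), larger than the spread between replicates but under 2-fold. IMD4 (YML056C, chromosome XIII, 162194 to 164176, minus strand), with 89.1% of its 31-mers to itself, had a log2 fold change of 0.66 (standard error 0.0277, edgeR adjusted p = 2.53e-11). In SPAAC both were depleted, ENB1 by a log2 fold change of -0.91 and IMD4 by -0.84. Compared directly with SPAAC, NADcapPro raised all 4 transcripts past 2-fold, with log2 fold changes of 1.88 for RPL21B, 1.76 for SGF11, 1.35 for IMD4 and 1.13 for ENB1. In *xrn1-H41A*, the NADcapPro values over RNA-seq were 1.64 for RPL21B, 2.48 for SGF11, 1.37 for IMD4 and 0.17 for ENB1. With the replicate number as a block, the WT NADcapPro values were 2.50 for RPL21B, 2.19 for SGF11, 0.37 for ENB1 and 0.66 for IMD4.

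**Figure D1:**
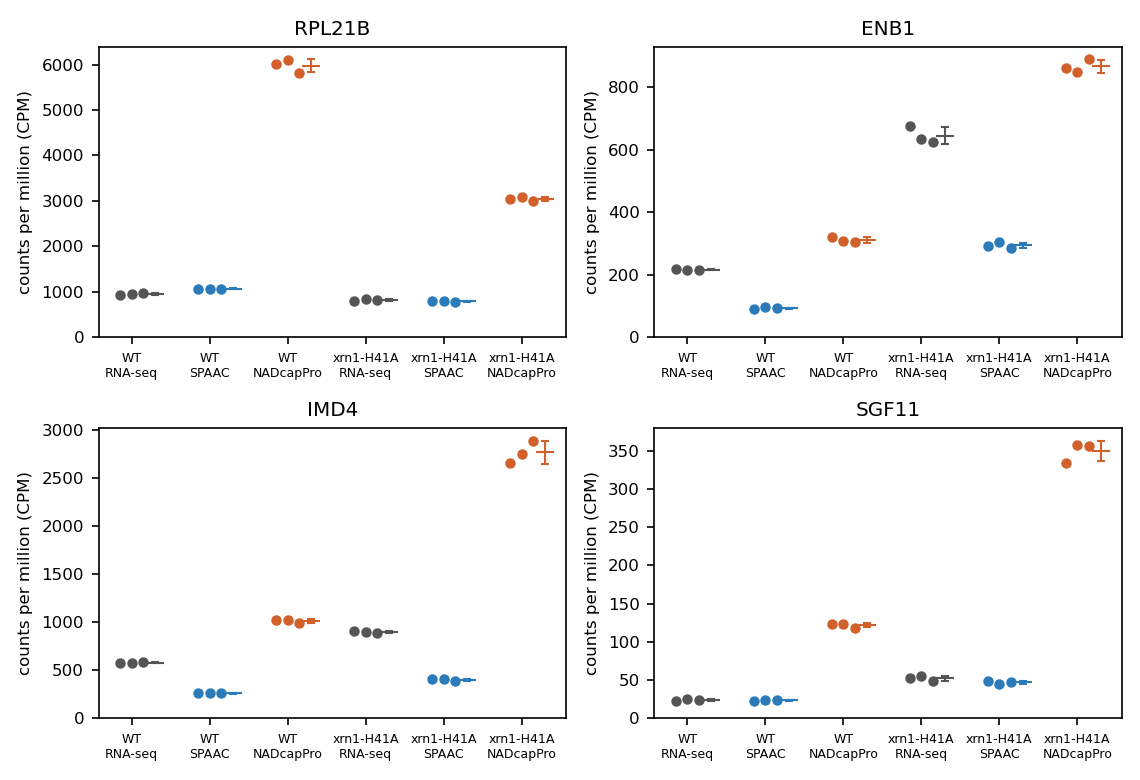
CPM by library totals of RPL21B, ENB1, IMD4 and SGF11 in RNA-seq, SPAAC and NADcapPro of WT and *xrn1-H41A*. Points are libraries, 3 per group, and bars give the mean ± SD. In WT, RPL21B and SGF11 stand far above their RNA-seq level in NADcapPro, while ENB1 and IMD4 rise by less than 2-fold and lie below RNA-seq in SPAAC.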

**Fig. 3:**
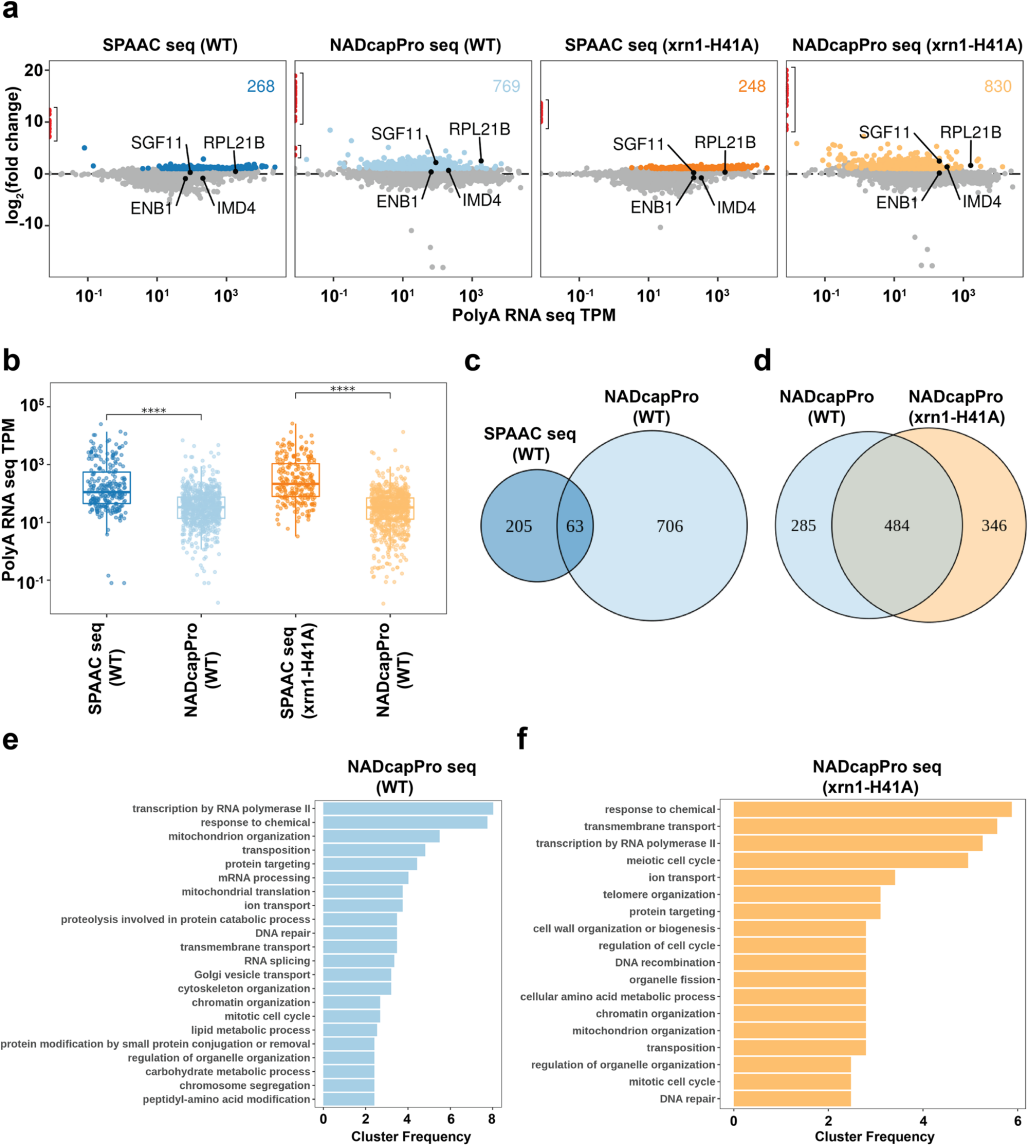
NADcapPro Seq. **a** The relationship between RNA abundance and fold-change in the experimental condition is indicated at the top of each panel. The x-axis indicates RNA abundance from RNAseq derived from WT (blues) or xrn1 mutant (oranges) cells. The y-axis indicates the DESeq2 fold change. Colored points indicate a fold-change log_2_ ≥ 1 and q-value ≤ 0.01. The number in the upper right indicates the number of genes meeting these criteria. **b** NADcapPro can capture low abundance transcripts. The distribution of average TPMs for the colored genes in (**a**) is shown. ****p < 0.0001 for a one-sided t-test testing if the NADcapPro distributions are less than the SPAAC distributions. Venn diagram overlap of the indicated gene sets in WT, NADcapPro and Xrn1-targeted NAD-RNAs are represented in (**c**) and (**d**) respectively. Gene ontology categories for the indicated gene sets in WT, NADcapPro (**e**) and Xrn1-targeted NAD-RNAs (**f**). All source data are contained in the GSE217259 repository.

Additional support for the specificity of NADcapPro was evident upon analysis of the identified transcript’s abundance. Whereas SPAAC is only able to detect highly expressed NAD-RNAs, NADcapPro can detect NAD-RNAs with lower expression. This is illustrated in Fig. 3b, where the Transcripts Per Kilobase Million (TPM) distribution of potentially capped genes from NADcapPro are lower than the SPAAC distribution. 

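TPM values were recomputed from the rounded counts and effective lengths, and averaged over the 3 RNA-seq libraries of a strain. Among transcripts with a TPM above 0, the median in WT was 107 for the 285 SPAAC transcripts, with an interquartile range of 44.1 to 545. For the 787 NADcapPro transcripts the median was 33.0, with an interquartile range of 13.4 to 73.4. All transcripts together had a median of 25.6. The SPAAC list stood 0.723 higher in mean log10 TPM (permutation test across transcripts, one-sided, 100000 resamples, p = 1e-05, the smallest they can give). In *xrn1-H41A* the medians were 204 for SPAAC and 32.3 for NADcapPro, against 33.3 for all transcripts, and the difference in mean log10 TPM was 0.972 (the same permutation test, p = 1e-05). Transcripts are not independent replicates, so these p-values describe the lists. Left out of them were 19 SPAAC and 32 NADcapPro transcripts at 0 TPM in WT. The difference in WT moved most, to 1.07, with calls made on library totals alone.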

Interestingly as shown in Fig. 3c, only 63 transcripts (~8% of the total NAD-capped transcripts) overlapped between SPAAC and NADcapPro seq, a strong indication that most transcripts identified by SPAAC seq corresponded to the relatively higher abundance of m^7^GpppA-capped transcripts which in turn likely impeded the capture of the moderately abundant NAD transcripts. 

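Among the 5971 transcripts tested in both WT comparisons, 281 were enriched by SPAAC, 752 by NADcapPro and 67 by both. The shared transcripts made up 23.8% of the SPAAC list and 8.91% of the NADcapPro list. The odds of enrichment by NADcapPro were 2.29 times higher among the SPAAC transcripts than among the others (Fisher's exact test, two-sided, p = 9.65e-08). Both lists were called against the same RNA-seq libraries, which this test does not allow for. When the 3 assay labels were permuted within replicate numbers, 11 of 100 permutations, the real one included, gave at least 67 shared transcripts. Permuted sets were scored by the larger of shared enriched and shared depleted transcripts, the real set by shared enriched ones only. Permuted groups also mix or exchange assays, so real differences between assays enter their counts. These permutations therefore cannot decide whether a grouping by chance accounts for this overlap. With the replicate number as a block, 68 were shared. Removing the length trend lowered the number to 23, and scaling by library totals alone to 34. In *xrn1-H41A*, 39 transcripts were enriched by both, of 260 and 803, with an odds ratio of 1.14 (Fisher's exact test, two-sided, p = 0.457).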

A comparison of the number of NAD transcripts responsive to the robust Xrn1 deNADding activity (*xrn1-H41A*) to that of WT cells revealed 346 transcripts that were directly responsive to Xrn1 deNADding (Fig. 3d) while the remaining transcripts appear to be regulated by deNADding enzymes other than Xrn1^10,17^. This is in contrast to our initial use of the CuAAC approach to identify NAD transcripts responsive to Xrn1 that only identified the abundant mitochondrial NAD transcripts with confidence^22^. 

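NADcapPro enrichment passed the thresholds in both strains for 503 transcripts, in *xrn1-H41A* alone for 364 and in WT alone for 284. Of the 364 found in *xrn1-H41A* alone, 298 also had a WT log2 fold change above 0. The median log2 fold change of the 364 was 0.62 in WT and 1.27 in *xrn1-H41A*. The difference between strains was therefore tested itself, as an interaction in one edgeR model of the 12 RNA-seq and NADcapPro libraries. At an adjusted p of at most 0.01, 280 of the 364 had a higher enrichment in *xrn1-H41A*, of which 104 by at least 2-fold, and 84 showed no difference at that level. Of the 284 found in WT alone, 57 were at least 2-fold lower in *xrn1-H41A* and 46 showed no difference at that level. The median log2 interaction was 0.73 for the 364 and -0.62 for the 284. Each list was chosen by the strain in which it passed, so its direction follows largely from that choice. Of all 6059 transcripts tested, 4511 had an unadjusted edgeR p under 0.05 for the interaction in either direction, so small differences passed often. Enrichment was at least 2-fold higher in *xrn1-H41A* for 254 of the 6059 and at least 2-fold lower for 178. With the replicate number as a block these counts were 249 and 176, while 359 transcripts passed in *xrn1-H41A* alone and 502 in both. The interaction counts moved most when the test was made against a 2-fold change, to 64 higher and 72 lower. Without a filter on low counts, where the median log2 value of the same transcripts moved by -0.077, they were 197 higher and 238 lower.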

Collectively, these results demonstrate that NADcapPro seq is more robust and adept at capturing high and low-abundance NAD transcripts that are otherwise not detected with the standard NAD-RNA isolation approaches.

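When all transcripts were ranked by RNA-seq TPM in WT, 60.0% of the SPAAC transcripts fell in the top quartile and 9.82% in the bottom quartile. For NADcapPro these shares were 27.8% and 25.8%. In *xrn1-H41A*, the top quartile held 67.6% of the SPAAC and 19.7% of the NADcapPro transcripts, and the bottom quartile held 12.2% and 34.1%. Both lists were short, with a median length of 531 nucleotides for WT SPAAC and 639 for WT NADcapPro against 1188 for the transcripts tested. From the small overlap between SPAAC and NADcapPro, the paper proposes that most SPAAC transcripts were abundant m7GpppA-capped RNAs, which impeded the capture of moderately abundant NAD transcripts. It concludes that NADcapPro captures high- and low-abundance NAD transcripts that other isolation approaches miss.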

Gene Ontology (GO) term analysis was carried out to ascertain the potential biological processes the refined list of NAD-RNAs may be involved in (Figs. 3e and 3f). Investigation of the 706 transcripts and 346 transcripts from the WT and *xrn1-H41A* mutant along with the transcripts in common to both (Supplementary Fig. 2) respectively yielded a diverse array of pathways. In addition to the chemical and transcriptional machinery of RNA pol II, a high cluster frequency was observed for nuclear-encoded mitochondrial genes involved in both mitochondrial organization and mitochondrial translation in the WT pool. This is consistent with NAD being an important cofactor for RNA transcription and mitochondrial function. 

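Mitochondrial translation was examined through the 79 transcripts annotated as proteins of the mitochondrial ribosome, all of them tested and all nuclear-encoded. In WT, NADcapPro enriched 23 of them (29.1%), against 764 of the other 5941 transcripts tested (12.9%). The odds ratio was 2.78 (Fisher's exact test, two-sided, p = 0.000137), and with the replicate number as a block 23 were enriched, with a p of 0.000137. Their median log2 fold change was 0.48. Another set, the 93 genes with an experimental annotation to mitochondrial translation, was chosen after seeing the data and had 20 enriched (21.5%, Fisher's exact test, two-sided, p = 0.0198). The 79 transcripts were short, with a median length of 654 nucleotides. With the length trend removed, 7 of the 79 passed the thresholds, a share of 8.86% against 7.57% of the others (Fisher's exact test, two-sided, p = 0.666). In *xrn1-H41A*, NADcapPro enriched 15 of the 79 (Fisher's exact test, two-sided, p = 0.256). No transcript encoded in the mitochondrial genome was among those counted.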

The Xrn1-responsive NAD-RNAs also were similarly involved in chemical and transcriptional responses, in addition to transmembrane transport and the meiotic cell cycle. The most striking GO term among the top pathways that exhibited a relatively greater cluster frequency was “Transposition” encompassing the process involved in mediating the movement of discrete segments of DNA between nonhomologous sites. 

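Supplementary Table 1 lists 35 genes under this term, all of them retrotransposon genes. NADcapPro enriched 34 of the 35 in WT and 34 in *xrn1-H41A*, and both counts were 34 with the replicate number as a block. Many retrotransposons are annotated with a short gag transcript and a longer gag-pol transcript that overlap. Of the 35 transcripts, 31 had no 31-mer of their own, and each of these 31 was contained in a gag-pol transcript. The counts of these 31 therefore rest on how Kallisto divided reads between nested transcripts and are uncertain gene by gene. Only 2 of the 35, YDR170W-A and YGR109W-B, had at least 10% of 31-mers of their own, and both passed the thresholds in each strain. That minimum was chosen after seeing the data, and the 2 genes are named after their values were seen. YDR316W-A, 1 of the 3 listed genes with the highest mean CPM, encodes gag on R64 chromosome IV from 1096064 to 1097386, plus strand. YDR316W-B encodes gag-pol from 1096064 to 1101332 on the same strand. By library totals in WT, YDR316W-A was at 0 CPM in RNA-seq and 1338 ± 18.5 CPM (SD, n = 3) in NADcapPro. YDR316W-B was at 633 ± 59.9 CPM (SD, n = 3) in RNA-seq and 958 ± 89.0 CPM (SD, n = 3) in NADcapPro.

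**Figure D2:**
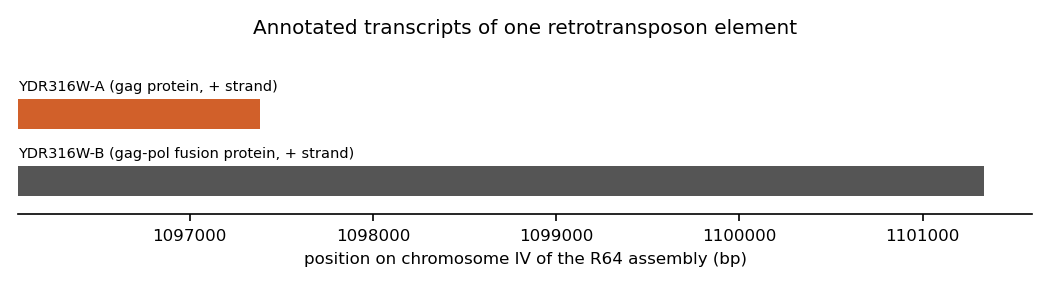
Map of the retrotransposon transcripts YDR316W-A (gag) and YDR316W-B (gag-pol) on R64 chromosome IV, in base positions. YDR316W-A lies inside YDR316W-B, and it is at 0 CPM in RNA-seq while YDR316W-B is counted there.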

Intriguingly, these transcripts were undetected with standard RNA sequencing but are enriched by more than log_2_ > 10 by NADcapPro (highlighted in red in Fig. 3a) suggesting that transcripts belonging to this GO term are predominantly NAD-capped. 

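In WT RNA-seq, 30 of the 35 listed transcripts had 0 counts in all 3 libraries, and 5 were above the floor of 3 counts. In *xrn1-H41A* these numbers were 29 and 6. A fold change over a transcript at 0 was computed against 3 counts in the RNA-seq libraries, as a lower bound on the ratio of assigned counts. Reads of transcripts without a 31-mer of their own may have been assigned to gag-pol transcripts in RNA-seq. The bound therefore does not hold for the RNA itself. YDR316W-A and YGR161C-C (chromosome VII, 821693 to 823015, minus strand) were at least 7979-fold higher in WT NADcapPro and at least 16969-fold higher in *xrn1-H41A* NADcapPro. YML045W-A (chromosome XIII, 184461 to 185783, plus strand) was at least 3842-fold higher in WT and at least 9622-fold higher in *xrn1-H41A*. None of these 3 transcripts has a 31-mer of its own. YDR316W-A and YGR161C-C had the same counts in every NADcapPro library, so they do not give separate values. Over all 35, the median log2 bound was 8.90 in WT, with 12 transcripts above 10, and 10.42 in *xrn1-H41A*, with 20 above 10. The 5 transcripts counted in WT RNA-seq had log2 fold changes from 1.04 for YGR109W-B to 5.10 for YLR256W-A.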

The importance for NAD capping of these transcripts (Supplementary Table 1) remains to be determined; however, it is tempting to speculate that NAD capping of these RNA may be a major contributor to their low abundance consistent with NAD caps promoting RNA decay^10^.

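Counts summed over all 91 annotated retrotransposon transcripts do not depend on how reads are divided within an element. By library totals, the sum in WT was 31492 ± 720 CPM (SD, n = 3) in RNA-seq, 3263 ± 39.6 (SD, n = 3) in SPAAC and 35124 ± 887 (SD, n = 3) in NADcapPro. Its log2 fold change in WT was 0.01 in NADcapPro (standard error 0.0241, edgeR adjusted p = 0.781), within the spread between replicates, and -2.96 in SPAAC (standard error 0.0233, edgeR adjusted p = 5.47e-20). The gag transcripts made up 0.0771% ± 0.00469 (SD, n = 3) of the WT sum in RNA-seq and 22.0% ± 1.26 (SD, n = 3) in NADcapPro. In *xrn1-H41A* the sum rose from 17333 ± 1214 (SD, n = 3) in RNA-seq to 41613 ± 810 (SD, n = 3) in NADcapPro, a log2 fold change of 1.01 (standard error 0.0440, edgeR adjusted p = 1.74e-13). The WT value depended on the scaling, at 0.16 by library totals alone (edgeR adjusted p = 5.32e-06) and 0.77 with the length trend removed (edgeR adjusted p = 3.91e-15). For the length correction the sum was given the mean length of its transcripts, which is shorter than that of the gag-pol transcripts. With the replicate number as a block the log2 fold changes were 0.01 in WT and 1.01 in *xrn1-H41A*. The sum was chosen after seeing the data.

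**Figure D3:**
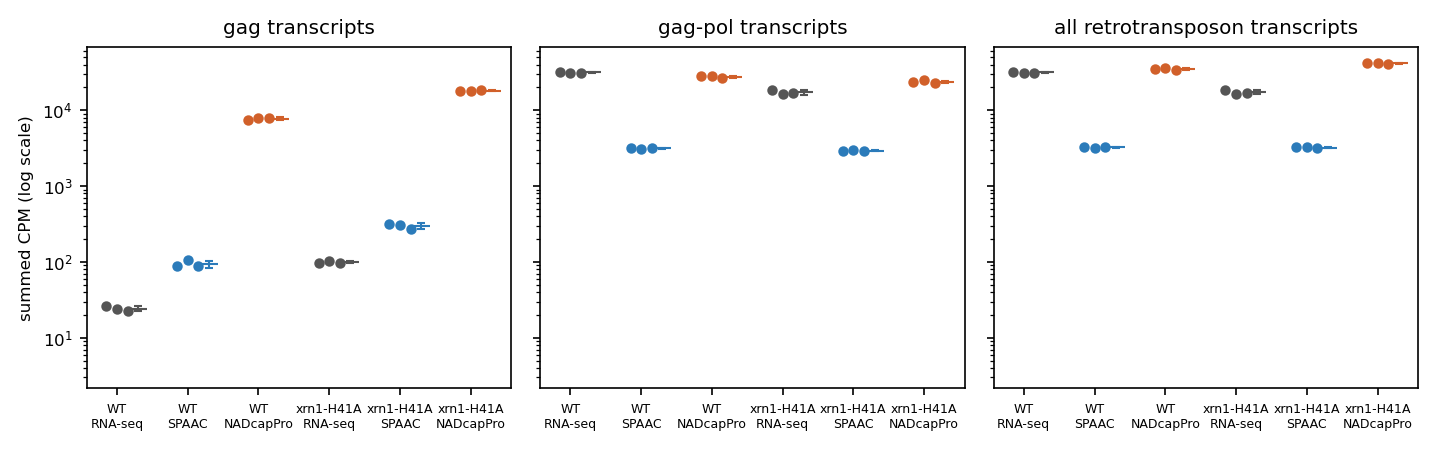
CPM by library totals summed over the gag and over the gag-pol transcripts of all annotated retrotransposons, in RNA-seq, SPAAC and NADcapPro of WT and *xrn1-H41A*. Points are libraries, 3 per group, and bars give the mean ± SD. In WT, gag rises from 24.3 CPM in RNA-seq to 7710 CPM in NADcapPro while gag-pol goes from 31468 to 27413 CPM.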

### Non-canonical caps can be added following transcription initiation

The current dogma postulates that NAD caps are incorporated during transcription initiation as noncanonical nucleotides in place of ATP as the first transcribed nucleotide^24,25^. Although there is in vitro evidence in support of this hypothesis, cell-based evidence is lacking in eukaryotes. To directly address whether NAD caps can be added by a transcription initiation independent mechanism we developed an approach to map the precise NAD metabolite nucleotide addition site within transcripts validated by NADcapPro to possess NAD caps. We built on two previously reported methodologies, CapZymeSeq^26^ and RNA end circularization^27^ to develop an orthogonal approach which we termed intramolecular circularization of Noncanonical-Capped RNA, circNC (Fig. 4a). Here we leveraged the robust in vitro deNADding activity of Rai1, which removes the intact NAD moiety from the 5′ end of an RNA to generate a 5′ monophosphate RNA^10^. Importantly, Rai1 does not hydrolyze m^7^G-capped transcripts^10^ (Supplementary Fig. 3a). The resulting monophosphate RNA is intramolecularly circularized using T4 RNA ligase to produce a circular RNA with the 5′ untranslated regions (UTR) fused to the 3′ end polyA tail followed by the 3′ UTR region. The use of transcript-specific primers enables cDNA synthesis followed by specific PCR amplification across the junction.

**Fig. 4:**
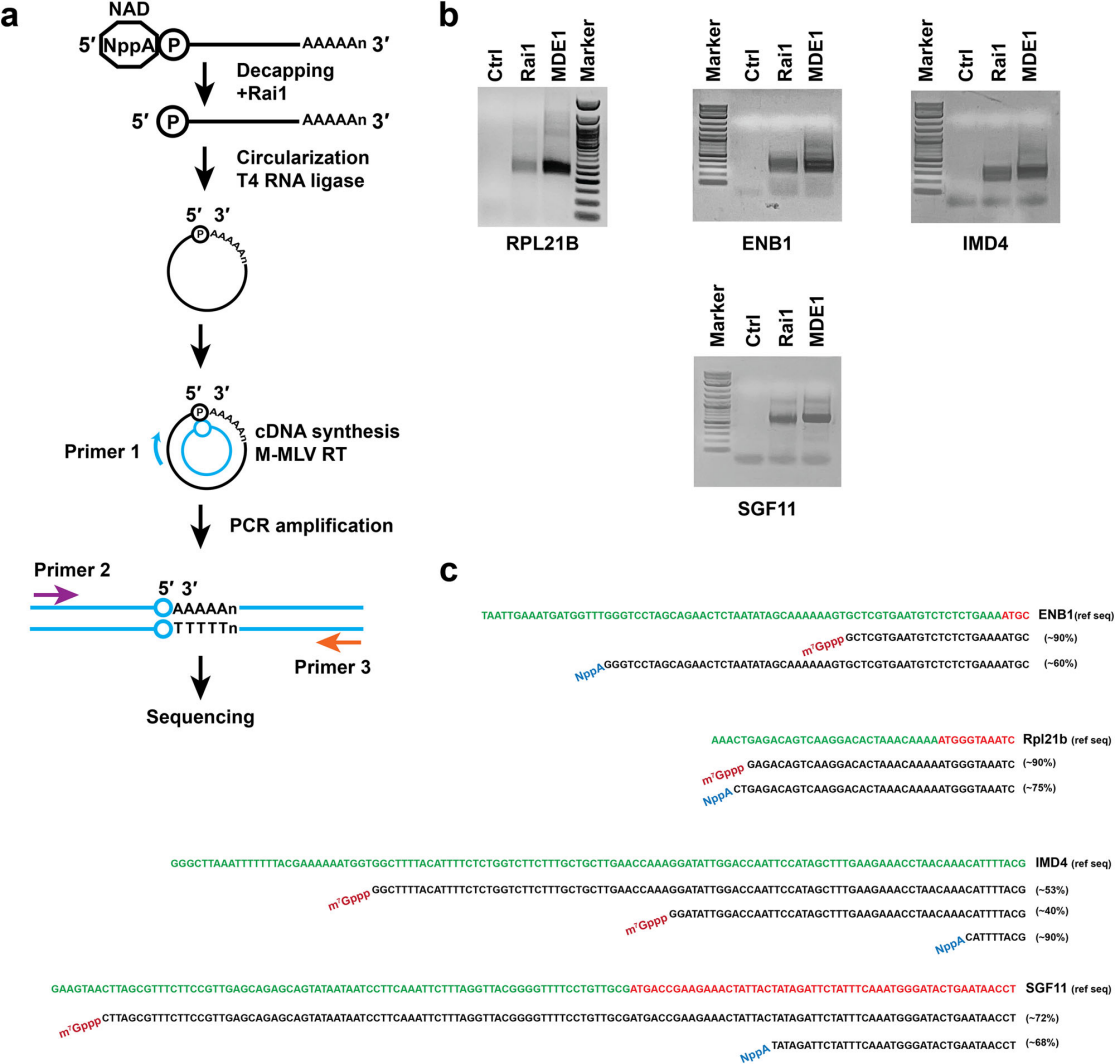
circNC as an orthogonal method for non-canonical-capped RNA detection. **a** Schematic illustration of the circNC method. **b** Transcript-specific PCR of validated NAD-capped RNAs subjected to circularization following Rai1 treatment (NAD-RNA) or MDE treatment (m^7^G-RNA) as illustrated in (**a**) and resolved on 2% TAE-agarose gel. **c** Sequence alignment of the Rai1 and MDE-treated samples derived from next-generation sequencing of the PCR products generated from the nuclear-encoded transcripts are shown. The alignment represents the most prevalent annotated reads spanning the 5′-3′ junction. The percentage of reads corresponding to the depicted sequences are shown on the right of each sequence. The green color of the reference sequence represents the 5′ UTR while the red region denotes the open reading frame starting with the ATG initiation methionine sequence.

CircNC was used to validate four of the nuclear-encoded NAD transcripts identified by NADcapPro from Fig. 3a: RPL21B, ENB1, IMD4, and SGF11 (Supplementary Fig. 4a). The use of circNC on these yeast NAD-capped mRNAs yielded the expected PCR product following Rai1 deNADding (Fig. 4b). The size of the band was comparable to that generated when the RNA was decapped with the m^7^G-capped mRNA decapping enzyme (MDE) (Fig. 4b) which is unable to hydrolyze NAD-capped RNA (Supplementary Fig. 3a) or triphosphate RNA (Supplementary Fig. 3b). To verify the specific amplicons and assess the sequence context of the respective NAD caps, the PCR products were subjected to next-generation sequencing (Supplementary Fig. 4b). The sequence analyses of the Rai1 and MDE-treated samples are shown in Fig. 4c and Supplementary Data 1. Since transcription initiation sites can be variable, we focused on the most prominent transcripts for each cap and each mRNA. Two important differences are apparent when comparing the canonical m^7^G and NAD transcripts. First, the predominant 5′ ends of the m^7^G-capped and NAD-capped transcripts are distinct and they do not share a common transcription start site. Second, two of the four NAD transcripts analyzed do not start with an adenosine moiety in the coding strand. The importance of this latter observation is that non-canonical caps are believed to be incorporated onto the 5′ ends of prokaryotic mRNA by the incorporation of NAD rather than ATP as the first transcribed nucleotide during transcription initiation^24^. By extension, this has also been presumed to be true in eukaryotic cells. Such a mechanism necessitates the presence of an adenosine nucleotide in the coding strand of the DNA. However, as apparent with the NAD cap positions in ENB1 and SGF11, corresponding adenosine is not evident at the NAD cap addition site in the reference coding sequence. In the case of RPL21B and IMD4, the position of the NAD does contain an A residue consistent with a co-transcriptional NAD addition. We conclude NAD cap addition can be carried out by a post-transcriptional initiation process of NAD capping. Furthermore, the analyzed transcripts were all polyadenylated, indicating that NAD transcripts are intact full-length mRNAs, contrary to previous reports^17^. The 5′ end skewed representation of NAD transcripts in previous reports was likely a byproduct of CuAAC-mediated RNA fragmentation during the NAD capture.

### Nuclear-encoded NAD-RNAs are likely not translated

Since nuclear encoded NAD-RNAs have intact 5′ and 3′ UTR and are polyadenylated akin to canonical capped transcripts, we next tested if the NAD transcripts are translated. Initial reports using a transfected NAD-capped RNA in mammalian cells did not detect any appreciable level of translation^10^. However, definitive interpretations of these data were complicated by the fact that an exogenous transcript was used rather than an endogenous NAD-RNA. Support for the translation of NAD-RNAs was subsequently reported in *Arabidopsis thaliana* where NAD-capped transcripts were detected within cytoplasmic polysomes^9^. However, as these studies relied on the NADcapSeq approach, it was not clear whether the detected RNAs were indeed NAD-capped as previously reported^16^.

To assess whether NAD-RNA can associate with actively translating pools of RNA, we isolated RNAs from polysome gradients and subjected them to NADcapPro (Fig. 5a). PolyA+ RNA was isolated from the free pool, monosome, and merged polysome fractions and analyzed by NADcapPro. NAD-RNAs were visualized using IR dye. Intriguingly, NAD-RNAs were predominantly detected in the free pool representing the fraction of cellular polyA+ RNAs that are not engaged in translation and minimally in the translationally active polysome fractions (Fig. 5b and Supplementary Fig. 8). To further validate this observation, polyA+ RNAs isolated from the same fractions were subjected to circNC analysis. As shown in Fig. 5c, circNC of two NAD transcripts, RPL21B and SGF11, further corroborated the NADcapPro results and revealed that most NAD transcripts are excluded from translationally active ribosomes and are likely not engaged in translation.

**Fig. 5:**
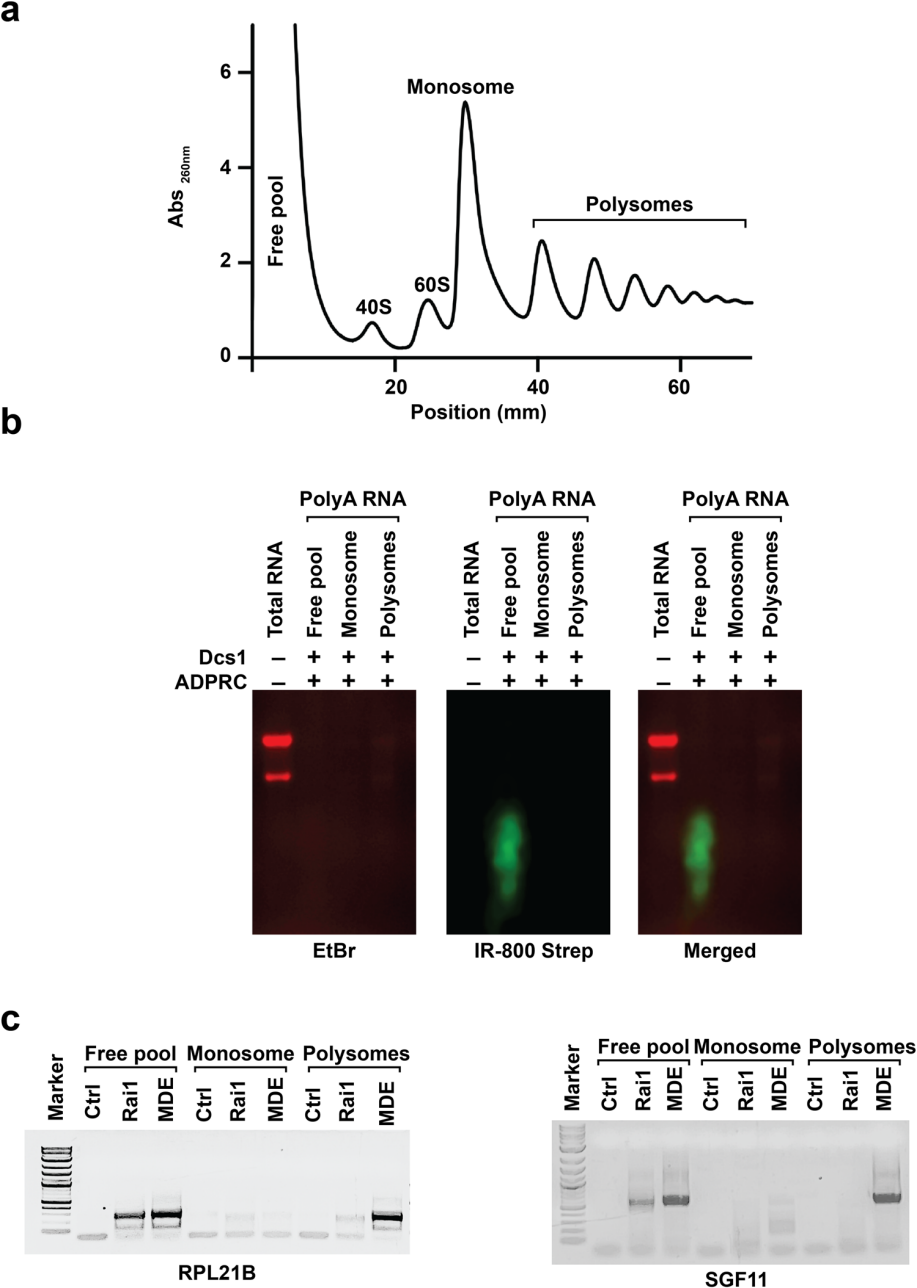
Nuclear-encoded NAD-capped RNAs are not translated. Polysome gradient profile of WT cells. Sucrose-density gradient ultracentrifugation was used to fractionate the free pool, ribosomal subunits, monosome, and polysomes. **a** Optical density profiles (Abs_260nm_) of polysome gradient are shown. PolyA+ RNA was isolated from the free pool, monosome, and merged polysome fractions and analyzed by NADcapPro. **b** NAD-RNAs were visualized using IR dye. Noticeably, NAD-capped RNAs were exclusively detected in the free pool representative of the fraction of polyA+ RNAs not engaged in translation. **c** PolyA+ RNA from the polysome gradients was subjected to circNC analysis and transcript-specific PCR of the RPL21B and SGF11 circularised RNAs are shown. The Rai1 and MDE treated lanes represent NAD- and m^7^G-capped RNAs respectively. The Ctrl is RNA that was not treated with either Rai1 or MDE enzymes. PCR products were resolved on a 1.5% TAE-agarose gel.

### Mitochondrial NAD-RNAs are associated with translating ribosomes

The initial report identifying NAD-capped transcripts in *S.cerevisiae* indicated a predominance of NAD caps on mitochondrial encoded transcripts^8^, and two, Cox2 and 21 S rRNA, were subsequently validated by an independent method^22,24^. Yeast mitochondria encode 8 major protein-coding genes – Cox1, Cox2, Cox3, COB, SCE1, ATP6, ATP9, and VAR1 along with two mitochondrial ribosomal RNAs -15 S and 21 S rRNA, and 24 tRNAs. Since mitochondrial transcripts lack a polyA tail, they were not included in our above NADcapPro analysis. We next set out to establish a comprehensive NAD-RNA profile of protein-coding and rRNA yeast mitochondrial transcripts by SPAAC analysis of total RNA isolated from purified mitochondria and assessed NAD transcripts by Northern blotting using the RNA eluates from the affinity purified NAD-RNAs. The lack of m^7^G caps on mitochondrial transcripts precluded the need to employ NADcapPro. Only 5 NAD mitochondrially encoded transcripts were detected to be NAD-capped (Fig. 6a, and Supplementary Fig. 9). Three corresponded to protein-coding transcripts –Cox1, Cox2, and ATP9, and two were the non-coding mitochondrial ribosomal RNAs – 21 S rRNA and 15 S rRNA (Fig. 6a, and Supplementary Fig. 9). We further validated NAD capping of ATP9, Cox1, and 15 S rRNA using DNAzymes (Supplementary Fig. 5, and Supplementary Fig. 8).

**Fig. 6:**
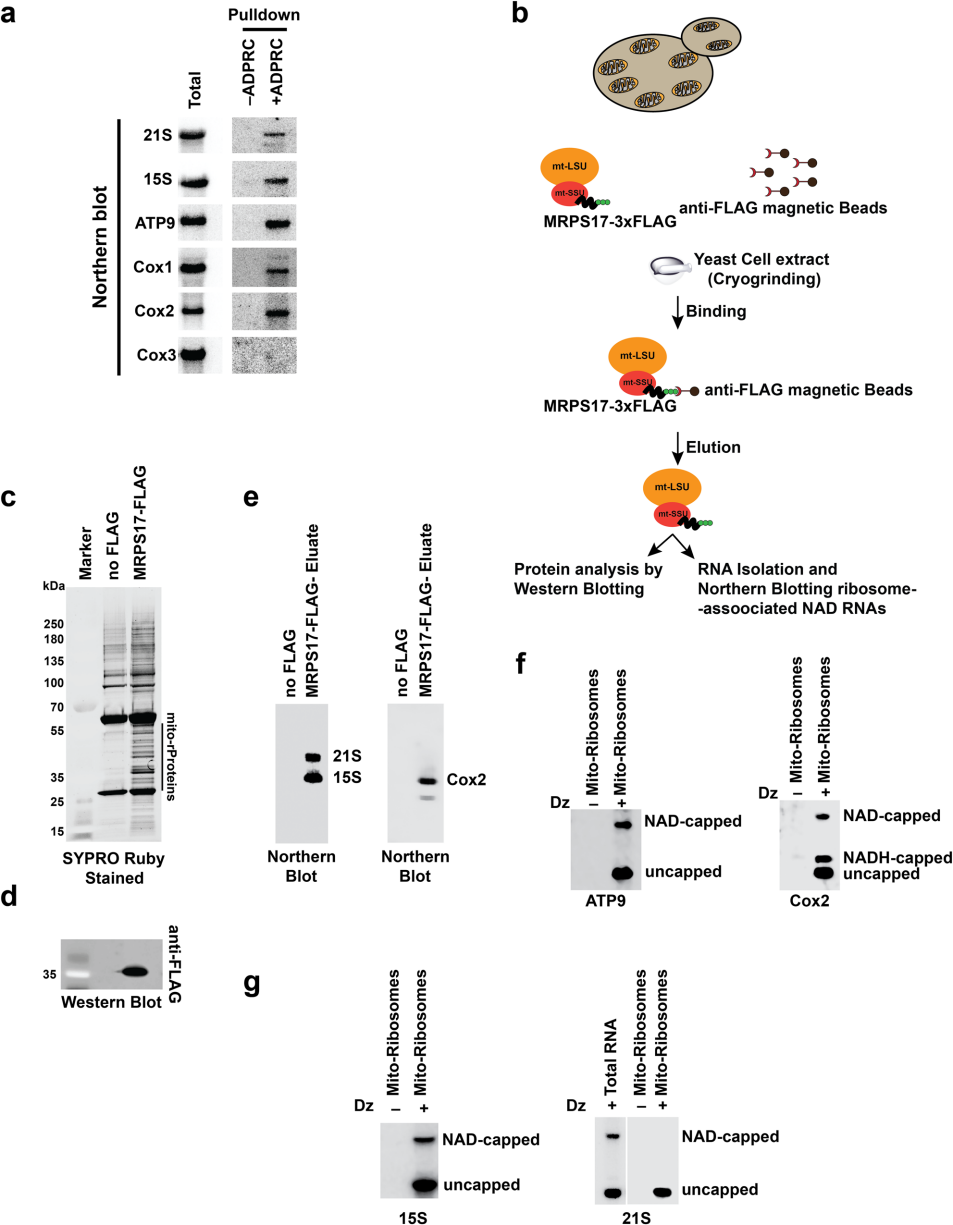
Mitochondrial NAD-RNAs are associated with a translationally active pool of mitoribosomes. Comprehensive NAD-capped RNA profile of yeast mitochondrial transcripts by SPAAC analysis. **a** Northern blot analysis of the RNA eluates from the affinity-purified NAD-capped RNA by SPAAC. **b** Schematic illustration of the strategy used to isolate the translationally active pool of ribosomes as explained recently by^28^. **c** Eluates from MRPS17-FLAG- IP were loaded onto a 4–12% Bis-Tris gel and stained with SYPRO Ruby. The no FLAG affinity purification was used as a control. **d** Western blot analysis with an anti-FLAG-tag antibody for the validation of the presence of MRPS17-FLAG-tagged protein. **e** Northern Blot analysis of RNA isolated from the MRPS17-FLAG- IP eluates. Northern Blot analysis of DNAzyme-generated 5′-end-containing subfragments of the RNA isolated from the MRPS17-FLAG- IP eluates resolved on 0.3% 3-acrylamidophenylboronic acid 10% PAGE gel and detected with the ^32^P labeled transcript-specific probes of the indicated mRNAs in (**f**) and ribosomal RNAs in (**g**).

The presence of protein-coding mitochondrial mRNAs possessing a NAD cap prompted us to test whether these transcripts are found in actively translating polysomes. To address this question, mitochondrial ribosomes were affinity purified using a recently established protocol^28^. A FLAG-tagged nuclear-encoded mitochondrial small subunit ribosomal protein MRPS17 was used as bait to affinity purify mitochondrial ribosomes (Fig. 6c, d, and Supplementary Fig. 10) under conditions that optimize immunoprecipitation of membrane-associated mitoribosomes whilst retaining subunit association^28^ (Fig. 6b). Northern Blot analysis of the immunopurified products demonstrated that intact mitoribosomes consisting of both 15 S and 21 S rRNA subunits as well as an mRNA (Cox2) are affinity-purified (Fig. 6e), consistent with actively translating ribosomes as previously reported^28^. To assess the presence of NAD transcripts in this translationally active ribosome pool, boronate affinity electrophoresis^29,30^ was used to analyze two of the protein-coding transcripts, Cox2 and ATP9, and two non-coding rRNA (15 S and 21 S) in more detail. This method renders direct visualization of both NAD-capped and uncapped RNA populations by specifically impeding the mobility of NAD-RNAs in the gel due to the transient formation of diesters between immobilized boronic acid and the ribose moiety^29,30^. DNAzyme-mediated RNA cleavage was used to generate 5′-end containing sub-fragments of defined length^22^, and a Northern blot analysis with the ^32^P labeled transcript-specific probes was used to corroborate the presence of NAD-capped transcripts. Remarkably, unlike nuclear-encoded transcripts, both ATP9 and Cox2 NAD mRNAs are associated with the translationally active mitochondrial ribosomes (Fig. 6f, and supplementary fig. 11). Interestingly, the Cox2 mRNA also possesses NADH-capped RNA as previously reported^24^, while this was not detected on any of the other mitochondrial transcripts. The rationale of this distinction is not clear. An additional intriguing observation was that only one of the NAD-capped derivatives of the ribosomal RNAs (15 S rRNA) is detected in the mature ribosome, but not the 21 S rRNA (Fig. 6g, and supplementary fig. 11) even though both can be NAD-capped (Fig. 6a). Collectively, our data demonstrate that, unlike cytoplasmic NAD-RNAs, NAD-capped mitochondrial mRNAs are associated with translating ribosomes and may be translated.

## Discussion

The presence of NAD as a 5′ noncanonical cap in cellular RNAs has been established in various organisms^7,8,10,16^. To understand the biological function of 5′ NAD caps in cellular physiology, the identification of cellular NAD-RNAs is imperative. The original method introduced to catalog transcriptome-wide NAD-RNAs in different organisms-NADcapSeq was instrumental in understanding the nature of NAD caps in prokaryotic RNA despite the limitation of using copper-based click reaction (CuAAC) that favored 5′ RNA fragments. However, more pertinently, its extrapolation into analyzing eukaryotic mRNAs with m^7^G caps was problematic due to the promiscuity of the ADPRC reaction. To address this issue, Hu et al^16^ reported the use of copper-free SPAAC-mediated NAD-RNA isolation and proposed the use of m^7^G-capped RNA depletion to enrich for NAD-RNA. Herein we expanded on the use of copper-free SPAAC-mediated NAD-RNA isolation and coupled the SPAAC reaction with a more robust enzymatic approach to eliminate m^7^G-capped RNAs to accurately profile NAD-RNAs in eukaryotes and further leveraged the highly sensitive IRDye® 800CW streptavidin-based detection to visualize NAD-RNAs at concentrations as low as 15 fmol. Of note, a recent report also used an enzymatic approach to minimize m^7^G capped RNA within the NAD population by eluting biotin-conjugated NAD-RNAs with a NAD decapping enzyme^31^.

NADcapPro incorporates the capacity of ADPRC to use an azide for the transglycosylation reaction through a copper-free click-chemistry-based SPAAC reaction that maintains RNA integrity. It also addresses the cross-reactivity of ADPRC with the canonical m^7^GpppA-caps in eukaryotes by exploiting the robust m^7^G decapping activity of yeast Dcs1^18^. Dcs1 treatment of RNA prior to the ADPRC reaction eliminates ADPRC reactivity towards the m^7^GpppA-capped RNAs (Fig. 2b) and enables affinity purification of true NAD-RNAs along with the identification of a relatively higher number of NAD-RNAs that previously remained obscure. Importantly, we also provide an orthogonal circNC method to validate and expand on the NADcapPro approach. CircNC is a sensitive approach to identifying RNAs harboring a non-canonical cap and enables precision mapping of the cap addition site to the nucleotide level as well as the precise 3′ termini of the RNA. While NAD caps are the primary focus of our study, it is worth noting that Rai1 can also decap FAD^32^ and dephospho CoA caps^32^. Therefore, although the RNAs used in the circNC analysis consisted of RNAs validated by NADcapPro to possess an NAD cap, the formal possibility remains that a mixture of non-canonical caps may be detected. Future optimization with Rai1 mutants that can distinguish between distinct non-canonical caps will further enhance the methodology.

Our approaches to NAD-RNA isolation and visualization enabled a refined analysis of the NAD nucleotide metabolite-capped class of RNAs. First, the length and state of NAD-RNAs have been confounded by different results of whether NAD-RNAs can be full-length or not^10,17^. circNC by virtue of detecting the polyA tail at the junction of the circularized RNA enables an assessment that NAD-RNAs can be full-length (Fig. 4a, c). Second, the 5′ ends of m^7^G-capped RNAs and their corresponding NAD-capped transcripts were different and did not map to the same start sites. Notably, although they did contain relatively similar polyA tail lengths, two of the four NAD-capped transcripts analyzed, SGF11 and IMD4, contained relatively longer 3ʹUTRs than their m^7^G-capped counterpart transcripts (Supplementary Data 1). Third, a comparison of the NAD cap addition site to the genomic sequence revealed NAD caps that did not align with corresponding adenosine in the genomic sequence indicating that the NAD moieties were not incorporated in place of adenosine as a noncanonical nucleotide during transcription initiation and strongly implicate the existence of a post-transcription initiation capping mechanism.

The best-characterized mechanism of NAD cap addition currently is the ab initio addition of non-canonical caps including NAD caps. This is primarily based on in vitro studies demonstrating that the RNA polymerases from both prokaryotes and eukaryotes can add a NAD cap in place of ATP at the 5′-end during transcription initiation^25^. An alternative mode of post-transcriptional addition of the NAD caps has also been proposed based on the presence of NAD caps on small nucleolar RNAs (snoRNAs) whose 5′ ends are generated by exoribonucleases and cannot undergo ab initio capping^10^. In the present study, we expand on these results and demonstrate in addition to snoRNAs, cytoplasmic mRNA can also be NAD-capped post-transcriptionally suggesting the presence of dedicated capping machinery at least in *S.cerevisiae*. The demonstration of both human and plant snoRNAs with NAD caps^10,33^ also suggests that post-transcriptional NAD capping is likely a general mechanism in eukaryotes. Our data is consistent with two modes of NAD cap addition, one being ab initio addition and the second through a yet uncharacterized NAD capping mechanism. Collectively, our findings reveal the complex nature of cellular NAD capping and the limitation of our current understanding of this intriguing modification.

The ability to more accurately identify NAD-RNAs enabled us to assess their presence on actively translating ribosomes and address whether NAD-RNAs can be translated. Consistent with our previous assessment that in vitro generated exogenous NAD-RNAs are not translated^10^ we demonstrated that nuclear-encoded NAD-RNAs minimally interact with a translationally competitive pool of cytoplasmic ribosomes and do not appear to be engaged in translation in yeast cells under normal growth conditions. Remarkably, a more dramatic outcome was detected in mitochondria. Mitochondrial protein-coding NAD-RNAs were detected to be engaged within the translationally competent pool of mitochondrial ribosomes, consistent with undergoing active translation. One possibility for the differing states of translatability between the cytoplasmic and mitochondrial transcripts could be the requirement of the m^7^G cap for the cytoplasmic translation^1^ but not mitochondrial translation^34^. However, the formal possibility that these NAD transcripts are not engaged in translation but function as regulatory RNAs cannot be ruled out. Future studies will address any potential role of NAD cap in mitochondrial translation.

## Methods

### Yeast growth and media

Yeast cells (BY4741 strain background) WT and xrn1-H41A^22^ were grown at 30 °C in (1% w/v yeast extract, 2% w/v peptone, 2% w/v glucose/glycerol). All yeast strains used in the present study are listed in Supplementary Table 2.

### In vitro transcription of NAD and m^7^G-capped RNAs

RNAs containing NAD and m^7^G cap structures were synthesized by in vitro transcription from synthetic double-stranded DNA template ɸ2.5-NAD-40, ɸ2.5-NAD-75 containing the T7 ɸ2.5 promoter, and a single adenosine within the transcript positioned at the transcription start site (Supplementary Table 3). For m^7^G-capped RNA, m^7^G-(5′) PPP (5′)-A RNA Cap Structure Analog (New England Biolabs) was included in the transcription reaction, whereas for NAD-RNA, NAD was used instead of ATP. In vitro transcription was carried out at 37 °C overnight, using HiScribe^TM^ T7 High yield RNA Synthesis kit (New England Biolabs (NEB)). Following in vitro transcription, RNA was purified using Monarch^®^RNA Cleanup Columns (NEB) as per the manufacturer’s instructions.

### RNA in vitro deNADding and decapping assays

For deNADding, the NAD-RNAs were incubated with 100 nM SpRai1 recombinant protein in NEB buffer (100 mM NaCl, 50 mM Tris-HCl, 10 mM MgCl_2_, pH 7.9). Reactions were incubated at 37 °C for 1 hour, and the deNADed RNA was purified using Monarch^®^RNA Cleanup Columns (NEB) as per the manufacturer’s instructions.

For decapping of both in vitro transcribed m^7^G capped RNA and polyA enriched RNA from yeast cells, yeast DcpS enzyme (yDcpS; NEB) which we referred to by the SGD nomenclature, Dcs1, was used. Typically, the reaction was performed in 50 µL volume using 4 units per µg of capped RNA following the manufacturer’s protocol. The decapped RNA was purified using Monarch^®^RNA Cleanup Columns (NEB) as per the manufacturer’s instructions.

### Total RNA extraction and polyA+RNA enrichment

Total RNA from yeast strains was isolated with the acidic hot phenol method^35^ and treated with DNase (Promega) according to the manufacturer’s protocol. Total RNA from human cells was isolated using TRIzol reagent (Thermo Fisher Scientific) according to the manufacturer’s protocol and treated with DNase as explained above to eliminate DNA. To enrich for poly-adenylated RNA, total RNA purified as above was used as the input for the Poly(A) Purist MAG Kit (Thermo Fisher Scientific) following the manufacturer’s protocol. We retrieved ~1.5 µg of polyA RNA from 100 µg of total yeast RNA.

### Cu(I)-catalyzed Azide–Alkyne Cycloaddition (CuAAC) and Strain-promoted Alkyne-Azide Cycloaddition (SPAAC) reactions

To biotinylate NAD-capped RNAs using CuAAC, 50 µg of total RNA was first incubated with 10 µL of 4-pentyn-1-ol (Sigma-Aldrich), 10 µL of (125 µg/mL) of Adenosine diphosphate-ribosylcyclase (ADPRC) in a 100 µL reaction containing 50 mM HEPES, 5 mM MgCl_2_ (pH 7.0), and 40 U of RNasin® Ribonuclease Inhibitor (Promega) at 37 °C for 1 h. After the ADPRC treatment, RNAs were incubated with 250 µM biotin-PEG3-azide, freshly mixed 1 mM CuSO_4_, 0.5 mM THPTA, 2 mM sodium ascorbate in a 100 µL reaction with 50 mM HEPES, 5 mM MgCl_2_ (pH 7.0), and 40 U of RNasin® Ribonuclease Inhibitor (Promega) at 30 °C for 30 min. The RNA was then precipitated with ethanol in the presence of 2 mM EDTA and 2 M ammonium acetate^10,36^. For reactions using the SPAAC approach, ADPRC was first used to replace the nicotinamide and add an azide residue onto the NAD-RNA. Typically, these reactions were performed in a 100 µL volume with either total RNA or polyA-purified RNA dissolved in DEPC water, 10% (v/v) of 3-azido-1-propanol (Sigma) together with 10 µL of (125 µg/mL) of ADPRC (Sigma) in ADPRC reaction buffer (50 mM HEPES (pH 7.0) and 5 mM MgCl_2_). The reaction was carried out at 37 °C for 1 hour. The transglycosylated RNA with the azide residues was next purified using Monarch^®^RNA Cleanup Columns (NEB) and eluted in 20 µL of DEPC water. For the SPAAC reaction, dibenzocyclooctyne-PEG4-biotin (DBCO-biotin, Sigma) was used as the alkyne moiety for the cycloaddition. Following the ADPRC reaction, both total RNA and polyA enriched RNA in pure water were mixed with 1x volumes of MK-Gel Loading Buffer (90% Formamide, 15 mM EDTA, and 0.025% SDS) and 500 μM DBCO-biotin (Sigma). Typically, these reactions were 20 μL MK-Gel Loading Buffer, 18 μL RNA (from ADPRC reaction), and 2 μL 10 mM stock of the DBCO reagent. The reactions were performed at 55 °C for 15 minutes to denature the RNA and stopped by adding 310 μL water followed by purification of the conjugated RNA using Monarch^®^RNA Cleanup Columns (NEB). The products were analyzed by gel electrophoresis or subjected to affinity purification as described below.

### RNA gel electrophoresis, capillary blotting, and near-InfraRed fluorescent imaging

For blotting analysis of either enriched RNA following biotin-mediated affinity purification or directly after the SPAAC reaction, RNA was incubated at 90 °C for 2 min in formaldehyde loading buffer (FLB) (50% Formamide, 6% formaldehyde, 50 mM HEPES (pH 7.8), 0.5 µg/mL ethidium bromide and 10% glycerol). Samples were then loaded onto a 1% agarose gel and resolved by electrophoreses at 120 V for 1 h. Before transferring the gel onto a 0.45 μm nitrocellulose membrane (Cytiva), total RNA was first visualized using a UV gel transilluminator. RNA was transferred overnight by passive, upward transfer facilitated by the capillary flow of the 10X SSC buffer. After transfer, RNA was cross-linked to the NC using UV-C light (0.2 J/cm2). The membrane was next blocked with Odyssey Blocking Buffer, PBS (Li-Cor Biosciences) for 30 minutes at room temperature (RT). After blocking, IRDye® 800CW streptavidin (Li-Cor Biosciences) was diluted to 1:7,000 in Odyssey Blocking Buffer and stained the NC membrane for 30 minutes at RT. The membrane was next washed three times with PBST (ResearchProductInternational). Before scanning, the membranes were briefly rinsed in 1x PBS and scanned by an Odyssey Fc (Li-Cor Biosciences) with the software prearranged to auto-detect the signal intensity for both the 600 and 800 channels. The 600 channel was used for ethidium bromide and the 800 channel was used for the detection of IRDye® 800CW streptavidin.

To assess the residual activity of ADPRC towards the m^7^GpppA capped RNA, we mimicked the in vivo differential by mixing in vitro transcribed 40 nts NAD-RNA and 75 nts m^7^GpppA capped RNA at molar ratios of ~50:1. The mixture was subjected to the SPAAC- reaction as discussed above with the only difference that instead of DBCO-biotin, DBCO-Cy3 was used for cycloaddition. The RNA was purified over the Monarch^®^RNA Cleanup Columns (NEB). The eluted RNA was next mixed with an equal amount of 2X MK- Gel Loading Buffer and denatured at 65 °C before resolving on a 7 M 15% PAGE gel. The ethidium bromide-stained RNA was first visualized in the gel using a UV gel transilluminator and the Cy3 conjugated RNA was detected using the Cy3 channel on a Typhoon scanner (GE)

### NADcapPro seq

Fifteen micrograms of polyA RNA were isolated from three independent biological replicates of both yeast WT and *xrn1-H41* mutant and were treated with Dcs1 as described above to remove m^7^G-caps. Samples without Dcs1 treatment (SPAAC) and ADPRC (minus ADPRC) were also processed similarly to assess the contribution from m^7^G caps and any background noise due to highly abundant RNAs. Following the SPAAC reactions, enrichment was achieved by selective affinity to streptavidin beads^10^. Briefly, RNAs were incubated at 25 °C for 30 min with 15 μL of magnetic Dynabeads™ MyOne™ Streptavidin T1, which were pre-blocked with 100 ng/µL of bacterial small RNAs in 100 μL of immobilization buffer containing 10 mM Tris-HCl (pH 7.5) 1 mM EDTA and 2 M NaCl. After rigorous washing with wash buffer (10 mM Urea, 5 mM Tris-HCl [pH 7.5], 0.5 mM EDTA, and 1 M NaCl) five times at 25 °C for 5 min each, biotinylated RNAs were eluted by incubating the beads with 20 μL of MK-Gel Loading Buffer at 90 °C for 2 min. The biotinylated RNAs were next purified using Monarch^®^RNA Cleanup Columns (NEB) as described above and eluted in 10 µL of nuclease-free water. The samples were next flash-frozen in liquid nitrogen and were sequenced at GENEWIZ (Azenta Life Sciences).

### NADcapPro sequencing analysis

Raw reads were processed for quality control and adapter removal by fastp^37^. Following this, in silico rRNA depletion was accomplished by using hisat2^38^ to align the reads to rRNA sequences and save the reads that did not align. Transcript abundances were quantified by aligning these rRNA-free files to a reference transcriptome (https://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/000/146/045/GCF_000146045.2_R64/GCF_000146045.2_R64_rna.fna.gz) using Kallisto^39^. The resulting counts were rounded and TPMs recalculated based on these rounded counts. Read count distributions for rounded count can be seen in Supplementary Fig. 6a. 

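Within the 6 groups of 3 libraries there are 18 pairs of replicates. Across the 6106 transcripts, Pearson's r of log2(TPM + 1) had a median of 0.998 over these pairs and a lowest value of 0.994, between WT RNA-seq replicates 1 and 3. All 18 pairs were above 0.99. On TPM without logs the lowest r was 0.992, and with a pseudocount of 0.1 in place of 1 it was 0.988. These correlations are across transcripts within pairs of libraries and carry no p-value.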

Pairwise correlations based on the recalculated TPMs produced high correlations between replicates (R > 0.99, Supplementary Fig. 6b). Further analyses were based on these numbers and were performed using the R programming language version 4.2.1^40^ and the Tidyverse set of packages^41^. Differential expression was performed using DESeq2^23^ with the “apeglm” method of normalization^42^. The GO term analysis was performed using Gene Ontology Slim Term Mapper (https://www.yeastgenome.org/goSlimMapper). To determine if the number of overlaps observed in Fig. 3c, d are unique, we generated an expected value of overlaps by keeping the same number but randomizing the identity of significant genes in each category and then recomputing the number of overlapping genes 10,000 times. The resulting distribution of overlaps +/− 1 standard deviation was less than the number of observed overlaps in both comparisons (Fig. 3c and d). 

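The randomization was repeated with 10000 draws from the transcripts tested in both comparisons. Random lists of 281 and 752 transcripts shared 35.4 ± 5.46 (SD over draws), and no draw exceeded 55, against the 67 found for WT SPAAC and NADcapPro (permutation p = 0.0001, the smallest that 10000 draws can give). Such draws do not allow for the RNA-seq libraries that both WT lists share. Permuting the assay labels within replicate numbers gave at least 67 in 11 of 100 permutations. Those permutations were scored in the larger direction and carry real differences between assays. They cannot decide whether a grouping by chance accounts for the overlap. Random lists of 784 and 846 transcripts shared 110.5 ± 9.05 (SD over draws), with a maximum of 153, against the 503 found for NADcapPro in WT and *xrn1-H41A* (permutation p = 0.0001). The SPAAC lists of the strains shared 192 transcripts, of 279 and 257, where draws gave 12.0 ± 3.30 (SD over draws). For SPAAC and NADcapPro in *xrn1-H41A*, draws gave 34.9 ± 5.35 (SD over draws) against 39 observed (permutation p = 0.254, one-sided).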

We used a chi-squared test to test for the independence of our categories in each comparison. This is now presented in the Supplementary Fig. 6c.

### circNC analysis

In total, 5 µg of yeast polyA RNA was first dephosphorylated using Quick CIP (NEB) to eliminate potential 5′ end phosphorylated RNA contamination in the subsequent reactions. Typically, these reactions were performed in a 100 µL volume with polyA-purified RNA dissolved in DEPC water, with 6 µL of (CIP) in 10X rCutSmart™ Buffer at 37 °C for 40 minutes. The dephosphorylated RNAs were next purified using Monarch^®^RNA Cleanup Columns (NEB) as described above and eluted in 30 µL of nuclease-free water. The dephosphorylated RNAs are next divided into 3 equal fractions of 10 µL each and treated separately with either no enzyme (Ctrl) or MDE (NEB) or Rai1. The MDE reaction was performed using NEB’s protocol at 37 °C for 1 hour, whereas the Rai1 reaction was performed in 50 µL volume with NEB buffer 3 and 0.5 µL RNAsin at 37 °C for 1 h. The reaction products were next purified using Monarch^®^RNA Cleanup Columns (NEB) and eluted in 15 µL DEPC water. All Ctrl, MDE, and Rai1 treated RNAs were next subjected to intramolecular ligation using T4 RNA ligase 1 (NEB). Typically, the ligation reaction was performed in a 50 µL volume with 15 µL of Ctrl, MDE, and Rai1 treated RNA following the manufacturer’s protocol in the presence of ~25% PEG8000 at 25 °C for 16 hours. The reaction products were next purified using Monarch^®^RNA Cleanup Columns (NEB) and eluted in 15 µL DEPC water and reverse transcribed with M-MLV reverse transcriptase and gene-specific primers with gene name -P1 in Fig. 4a (sequence listed in Supplementary Table 3) as per the manufacturer’s guidelines. PCR was performed with the primers (gene name-P2 and gene name-P3 in Fig. 4a) listed in Supplementary Table 3 with Phire Plant Direct PCR Master Mix (Thermo Scientific™). The PCR products were next resolved onto either 1.5 or 2% Agarose-TAE gel, sliced, purified, and sequenced using Amplicon-EZ (GENEWIZ (Azenta Life Sciences)) sequencing.

### circNC sequencing analysis

Raw reads were processed for quality control and adapter removal by fastp^37^. The analysis of this sequencing data was dependent on our PCR products spanning the junction between the 5′ and 3′ ends of a transcript. We chose primer locations near the start and end of the coding sequences for each gene (Fig. 4a). However, because the UTR lengths for many yeast genes are unknown and our read lengths are maximally ~500 bases (from 250 bp paired-end reads), it was unclear if read 1 or 2 individually, or both would cover the junction. To ensure that we were able to analyze the junction regardless of which read covered it, we considered read 1 and read 2 separately, as well as the merged reads. Reads were merged using BBmap’s bbmerge script^43^. Additionally, we expected that if a read covered our junction, it should contain a polyA tail^44^. We used cutadapt^45^ to filter our reads for those containing a stretch of at least 8 A’s in a row. After filtering was complete, we counted the unique reads in each file (read 1, read 2, and merge) individually and used the top 5 most abundant unique reads for multiple sequence alignments (using the R package msa^46^) which consisted of the top 5 from an MDE sample and from a Rai1 sample. Manual, visual analysis of the junction was carried out on the reads where the junction could be detected.

### Sucrose gradient centrifugation

For polysome fractionation, exponentially grown yeast cells in 500 mL YPD (OD _600nm_~2) were first treated with 100 µg/mL cycloheximide for 10 minutes at room temperature. The cells were next harvested, washed once in ice-cold 1x PBS, and lysed using mortar and pestle in liquid nitrogen. The cell powder obtained after grinding was resuspended in polysome buffer A (20-mM Tris-HCl pH7.4, 150-mM KCl, 3-mM MgCl2, 1-mM DTT, 0.5% v/v NP-40 and EDTA- free complete protease inhibitor, Roche)^47^ and incubated at 4 °C for 30 min. Samples were then centrifuged for 10 min at 10,000 × *g* to remove the cell debris. Approximately 40 A260 units were layered onto 10–50% w/v sucrose gradients prepared in buffer A. The gradients were made with Gradient Master 107 (Biocomp). These gradients were next centrifuged for 3 h at 39,000 rpm and 4 °C in a Beckman-Coulter ultra-centrifuge using the SW40 rotor. After centrifugation, fractions corresponding to each peak (Fig. 5a)–free pool, the 40 S, 60 S, 80 S, and polysomes were collected from the top of each gradient, by use of Biocomp Gradient Station. The absorbance at 254 nm was measured during the collection. Next, ribonucleoproteins from each fraction were precipitated using 1/10^th^ (v/v) 3 M sodium acetate (pH5.2) and 2X volume of 100% ethanol to get rid of sucrose. The ribonucleoprotein pellet was next resuspended in 400 µL of DEPC water and total RNA from each fraction was isolated using Trizol Reagent (Invitrogen) following manufacturers’ instructions. For circNC analysis, polyA RNA from each fraction was isolated as explained above.

### Isolation of translationally active mitochondrial ribosomes

Translationally active mitoribosomes were isolated as described before using C-terminally 3X FLAG-tagged MRPS17 protein as a bait^28^. MRPS17-FLAG strain was generated using homologous recombination using primers listed in Supplementary Table 3 and using plasmid pFA6a-6xGLY-3xFLAG-kanMX6 as a template. 5 g of exponentially grown yeast cell pellet (OD600 ~2) in YPEG (1% yeast extract, 2% Peptone, 2% ethanol, and 2% Glycerol) was harvested and flash frozen in liquid nitrogen. Cells were next lysed using a mortar and pestle in liquid nitrogen. The cell powder obtained after grinding was resuspended in a lysis buffer^28,48^ (10 mM Tris, pH 8.0, 50 mM NH4Cl, 10 mM MgCl_2_, 0.5% CHAPS, and 2X protease inhibitor cocktail (Complete, EDTA-free, Roche)) and incubated at 4 °C for 30 min. The lysate was next clarified by centrifugation for 10 min at 5000 × *g* to remove the cell debris. The clarified lysate was then transferred to a fresh 15 mL centrifuge tube and the protein concertation was assessed using a Bradford assay. 5 mg of protein lysate was added to the pre-equilibrated (in 1X lysis buffer) anti-Flag M2 magnetic beads (Sigma). The mixture was rotated end-over-end at 4 °C for 3 h. Next, the beads were washed 3X with wash buffer (10 mM Tris pH 8.0, 50 mM NH_4_Cl, 10 mM MgCl_2_, 0.1% CHAPS) for 5 min at 4 °C and the FLAG-tagged protein was eluted by incubation with 200 μg/mL Flag peptide (Sigma). The eluate was next assessed for the presence of MRPS17 by Western Blotting using anti-FLAG antibody (Sigma) (1;10,000). RNA from the eluate was isolated using Phenol-Chloroform as described above.

### Boronate affinity electrophoresis and Northern Blot analysis of in vivo NAD capped transcripts after DNAzyme mediated RNA cleavage

Boronate affinity electrophoresis was performed as described recently^22^. 30 μg of total cellular RNA or the RNA retrieved from the mitoribosomes eluates (as described above) were incubated with 1 μM of the corresponding DNAzyme in a 50 μL reaction containing 10 mM Tris-HCl pH = 8.0, 50 mM NaCl, 2 mM DTT, and 10 mM MgCl_2_. Samples were denatured at 85 °C for 2 min and gradually cooled to 37 °C. MgCl_2_ was added to a final concentration of 10 mM and incubated for 60 min at 37 °C. Reactions were stopped with 100 μL of stop solution (50 mM Tris pH 8.0, 20 mM EDTA, and 0.1 µg/mL glycogen), and RNA was precipitated with 500 μL ethanol by incubating for 30 min at –80 °C followed by centrifugation for 30 min at 16,000 × *g* at 4 °C. The supernatant was removed, and the pellet was resuspended in H_2_O.

NAD-capping was analyzed using DNAzyme-generated fragments of mitochondrial RNAs. The cleaved RNA was resolved on 8% urea polyacrylamide gels supplemented with 0.3% 3-acrylamidophenylboronic acid (Boron Molecular). RNA was next transferred to a positively charged Nylon transfer membrane (GE Healthcare Life Sciences) and incubated with a ^32^P-labeled DNA probe complementary to the 5′-end fragments of target RNAs (Supplementary Table 3). The probes were labeled using T4 polynucleotide kinase (NEB) and [γ-^32^P] ATP (Perkin Elmer). Reaction products were visualized with Amersham Typhoon RGB Biomolecular Imager (GE Healthcare Life Sciences).

### Statistics and reproducibility

The present study utilized biological triplicates for all samples in the NAD CapPro Seq and regular RNA seq experiments to ensure statistical robustness and reproducibility. Statistical analysis was conducted using Student’s t-test (single-tail), and chi-squared test to assess the independence of categories in each comparison. The analyses were performed using the Tidyverse package and other general statistics packages of the R programming language version 4.2.1. The code used is available at https://github.com/shahlab/NADcapPro. Differential expression analysis was conducted as described above using DESeq2 with the “apeglm” as the method of normalization to control for potential biases and improve the accuracy of the results.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Material

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

All unique materials and reagents generated in this study are available from the corresponding author with a completed material transfer agreement. The sequencing data is deposited at GSE217259. The code for analyses is available at https://github.com/shahlab/NADcapPro. Any additional information required to reanalyze the data reported in this paper is available from the corresponding author upon request. All data are available in the main text or the supplementary materials.

# Supplementary material for: NADcapPro and circNC: methods for accurate profiling of NAD and non-canonical RNA caps in eukaryotes
**Source:** Commun Biol. 2023 Apr 13;6:406. doi: 10.1038/s42003-023-04774-6
**Supplement:** Supplementary file 1 — Supplementary Material

# **NADcapPro and circNC: Methods for Accurate Profiling of NAD and Non-Canonical RNA Caps in Eukaryotes**

Sunny Sharma<sup>1</sup>, Jun Yang<sup>1</sup>, John Favate<sup>2</sup>, Premal Shah<sup>2</sup>, and Megerditch Kiledjian<sup>1\*</sup>

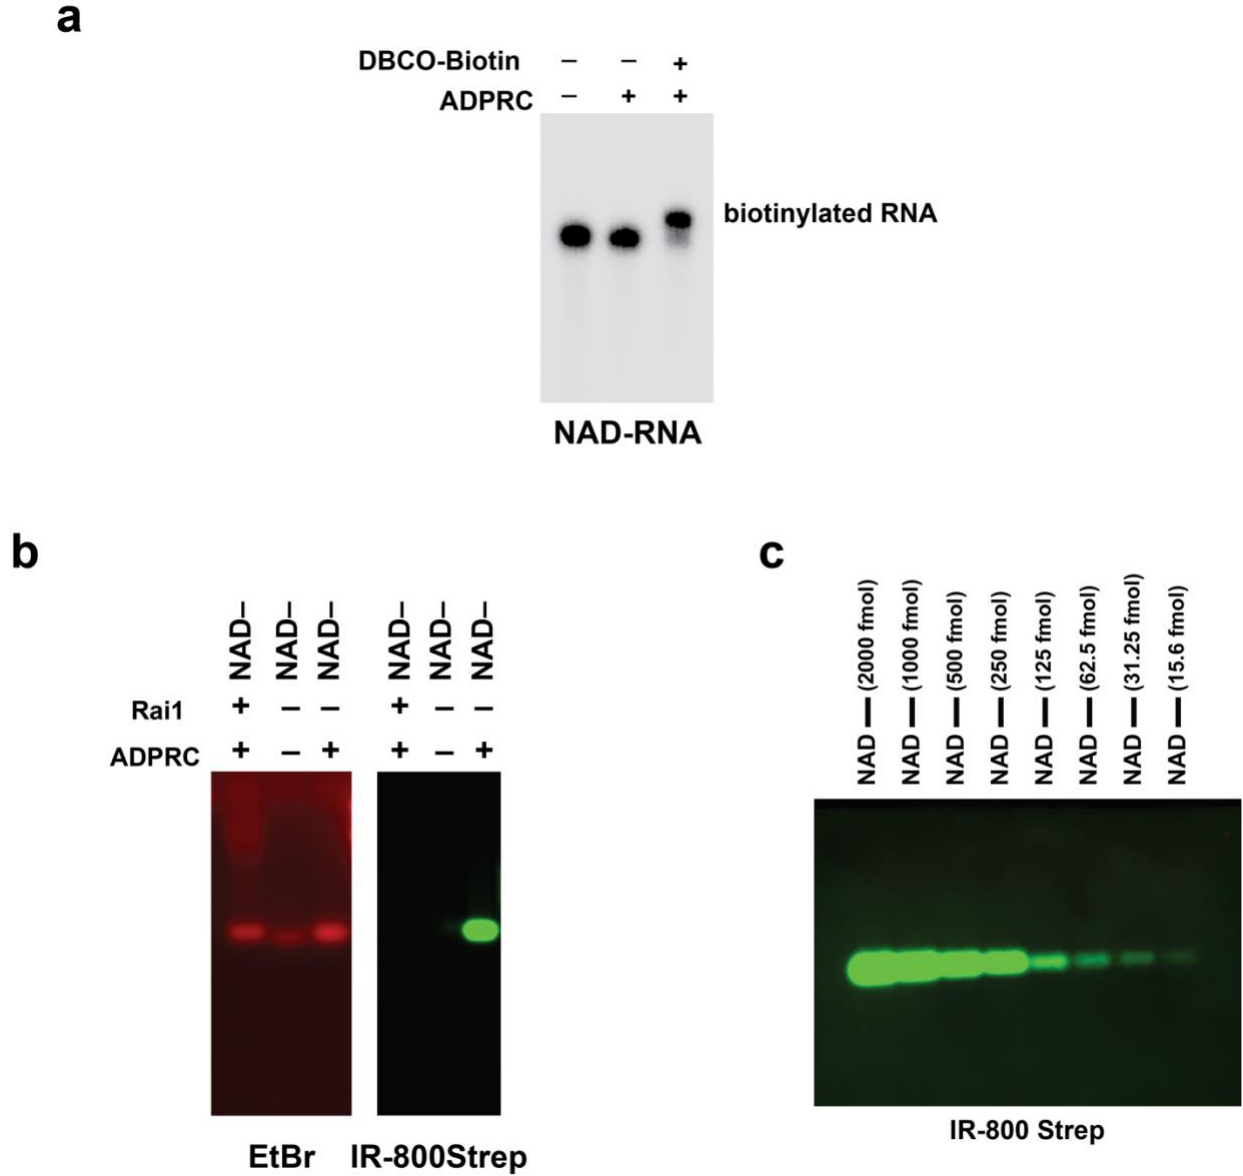

**Supplementary Figure 1. Sensitivity of IR dye for the detection of NAD-capped RNAs.** (a) Efficiency of SPAAC reaction in biotinylating the NAD capped RNAs post ADPRC treatment. (b) Ten picomoles of 40 nts *in vitro* transcribed NAD-capped RNA and its deNADded form (Rai1 treated) were subjected to the SPAAC reaction and visualized using IR dye. (c) Different concentrations of an *in vitro* transcribed 40nts NAD-capped RNA were subjected to the SPAAC reaction and biotin-conjugated RNAs were detected by the IR dye at levels as low as 15 fmol

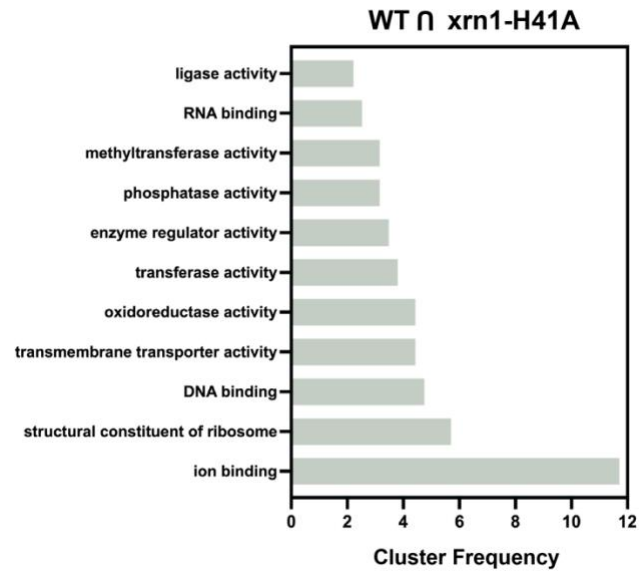

**Supplementary Figure 2. Gene Ontology analysis.** Gene ontology categories for the NAD-capped gene sets common in WT and xrn1-H41A knockin mutant.

**a**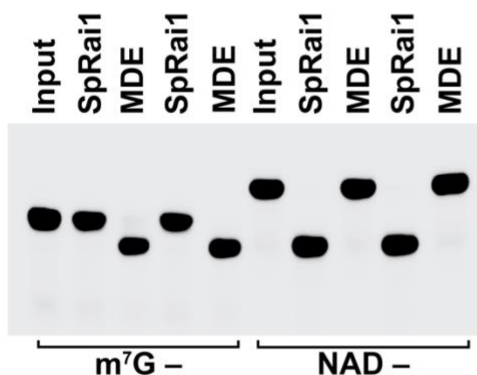**b**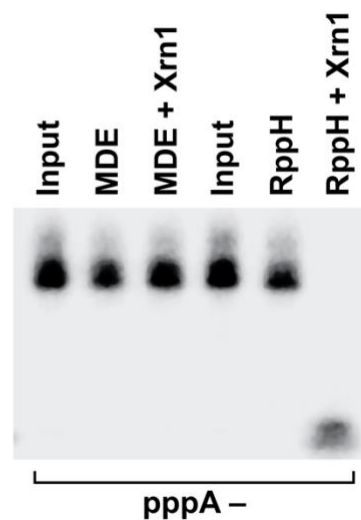

**Supplementary Figure 3. Substrate specificity of MDE and Rai1.** (a) Uniformly <sup>32</sup>P-labeled m<sup>7</sup>G or NAD-capped RNA (40nts) RNA were treated with Rai1 and MDE and the reaction products were resolved onto a 7M Urea 8%PAGE, 0.2% APB TAE gel. (b) To evaluate the activity of MDE towards pppA- RNA, uniformly <sup>32</sup>P-labeled RNA containing pppA (triphosphate) (40 nucleotides) was treated with either MDE or MDE plus Xrn1. The same RNA sample was also subjected to RppH reaction as a control.

**a**

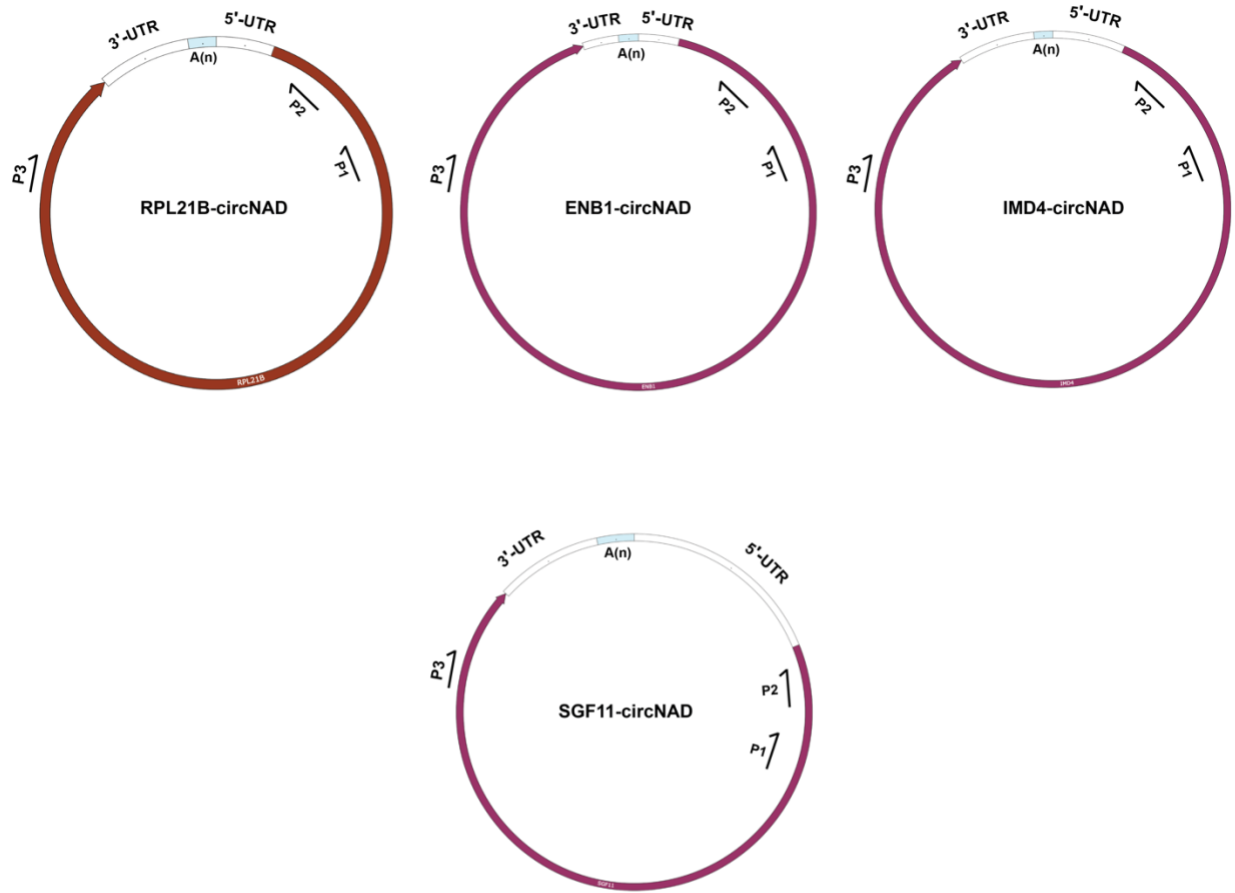

**b**

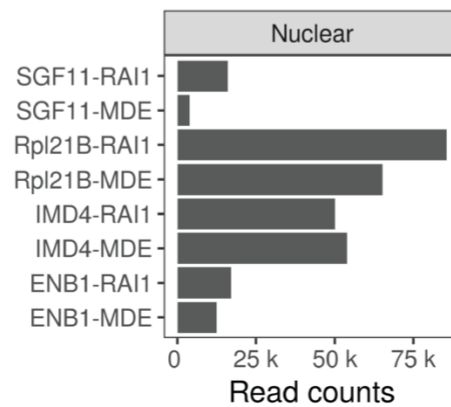

**Supplementary Figure 4. circNC analysis** (a) Schematic illustration of the circularised transcripts with the locations of the respective primers (P1, P2, and P3) used to make PCR shown in Fig. 4b. (b) Number of read counts used to assess the site of NAD cap addition (Fig. 4c)

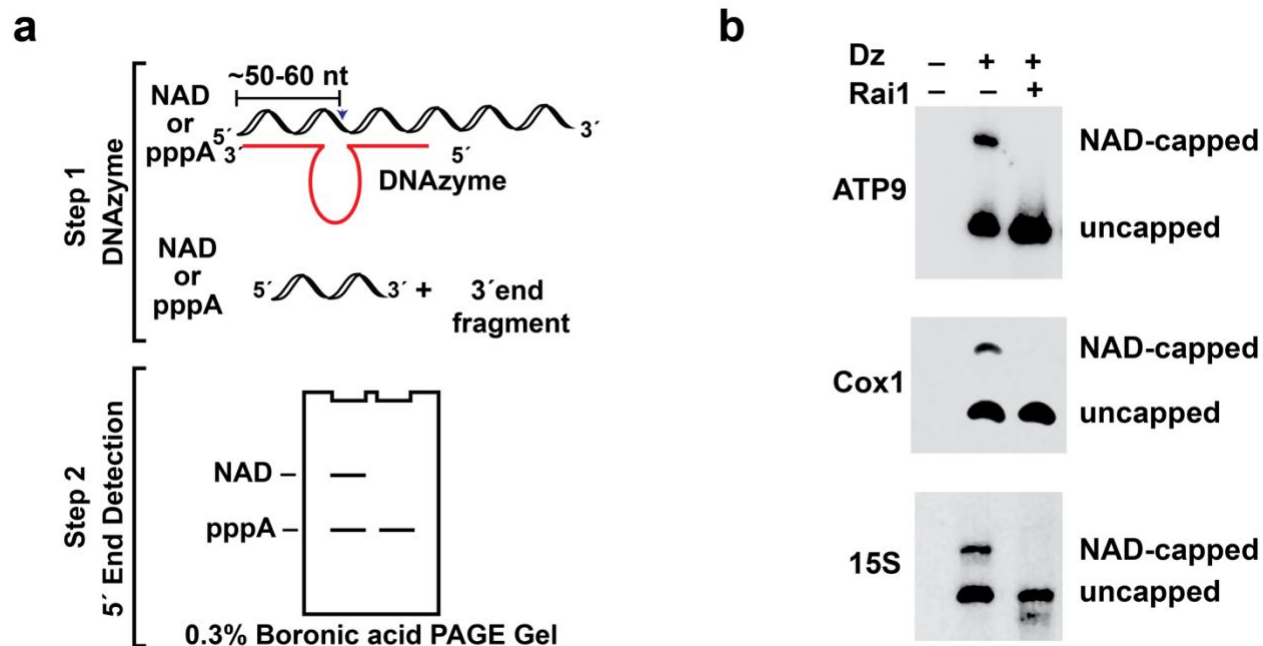

**Supplementary Figure 5. Detection of NAD-capped mitochondrial RNA *in vivo* by DNAzyme and boronate affinity electrophoresis (a)** Schematic representation of DNAzyme-mediated RNA cleavage coupled to Northern Blot detection of NAD-capped RNAs **(b)** Northern Blot analysis of transcript-specific DNAzyme-generated 5'-end-containing subfragments of the total RNA resolved on 0.3% 3-acrylamidophenylboronic acid 10% PAGE gel and detected with the  $^{32}\text{P}$  labeled transcript-specific probes of the indicated RNAs.

a

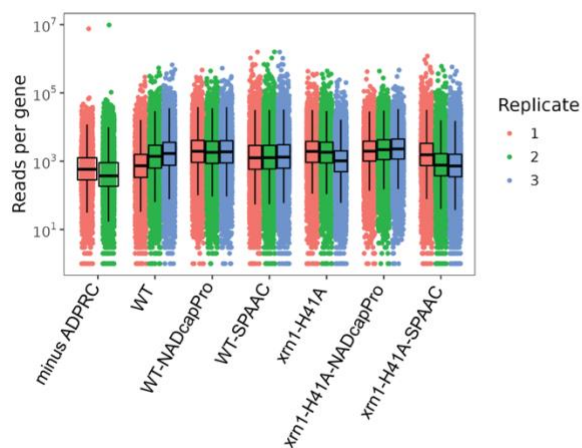

b

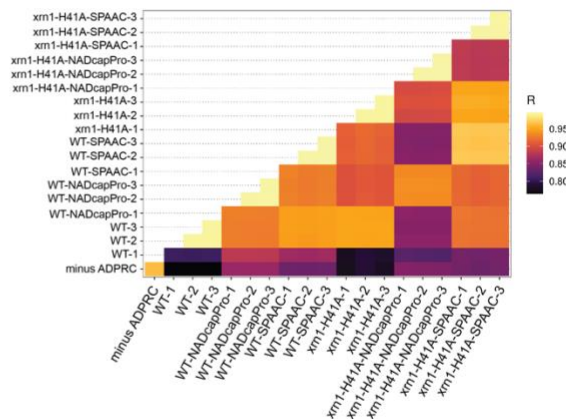

c

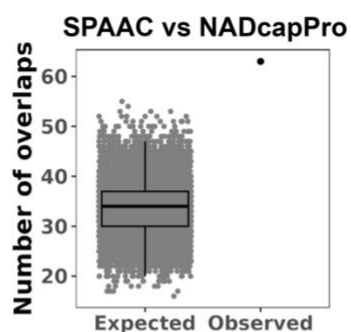

|                         |      |     |
|-------------------------|------|-----|
|                         | NS   | Sig |
| SPAAC seq (WT)          | 5838 | 268 |
| NADcapPro seq (WT)      | 5337 | 769 |
| $X^2 = 263.5$           |      |     |
| $p = 3.00 \text{ e-}59$ |      |     |

NS– Not Significant  
Sig– Significant

**Supplementary Figure 6. NADcapPro Seq analysis of RNAs isolated from yeast WT, and xrn1-H41A cells** (a) The distributions of read counts per gene in each replicate. (b) Pairwise correlation based on TPMs (c) Calculation of the significance of the overlap observed between SPAAC vs NADcapPro and WT (figure 3c). To determine if the number of overlaps we observed is exceptional, we generated an expected value of overlaps by keeping the same number but randomizing the identity of significant genes in each category and then recomputing the number of overlapping genes 10,000 times. The resulting distribution of overlaps  $\pm$  1 standard deviation was less than the number of observed overlaps in both comparisons. A chi-squared test ( $X^2$ ) was used to test for the independence of our categories in each comparison and is presented below for each comparison.

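A chi-squared test of independence is usually made on a table that counts, for every transcript tested, whether it is in both lists, in only the first, in only the second or in neither. The tables given with this figure instead set the size of each list beside the number of transcripts outside it, so the statistic compares how long the lists are and not how many members they share. Counted by membership, NADcapPro in WT and *xrn1-H41A* had 503 transcripts in both lists, 281 in WT only and 343 in *xrn1-H41A* only, among 6010 tested in both strains. The odds ratio of that table was 25.5 (Fisher's exact test, two-sided, p = 8.08e-291). For WT SPAAC and NADcapPro the corresponding counts were 67, 214 and 685.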

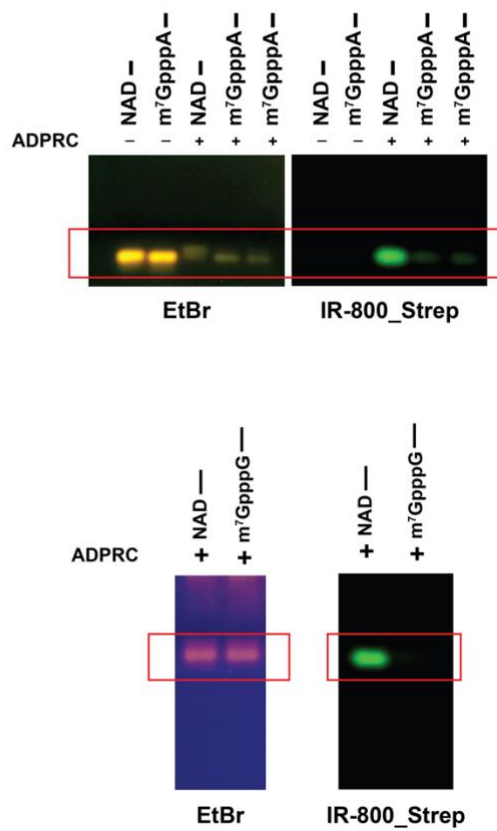

Supplementary Figure 7. Uncropped gels and immuno-blots for figure 2a.

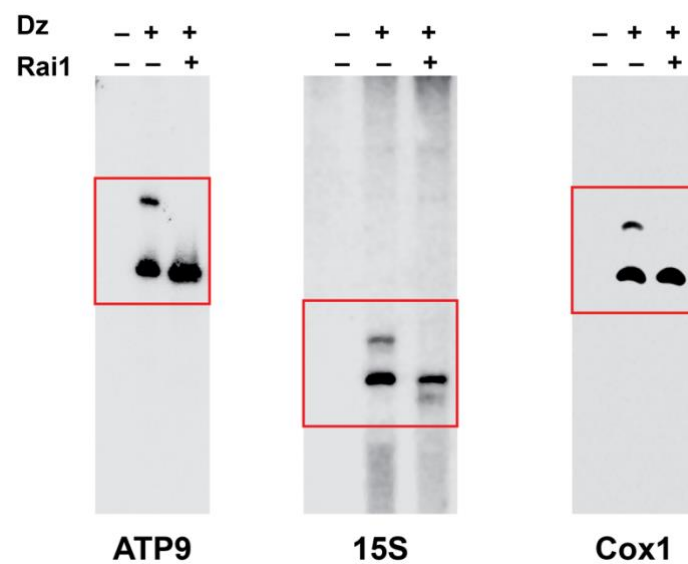

**Supplementary Figure 8. Uncropped Northern blots for the supplementary figure 5b.**

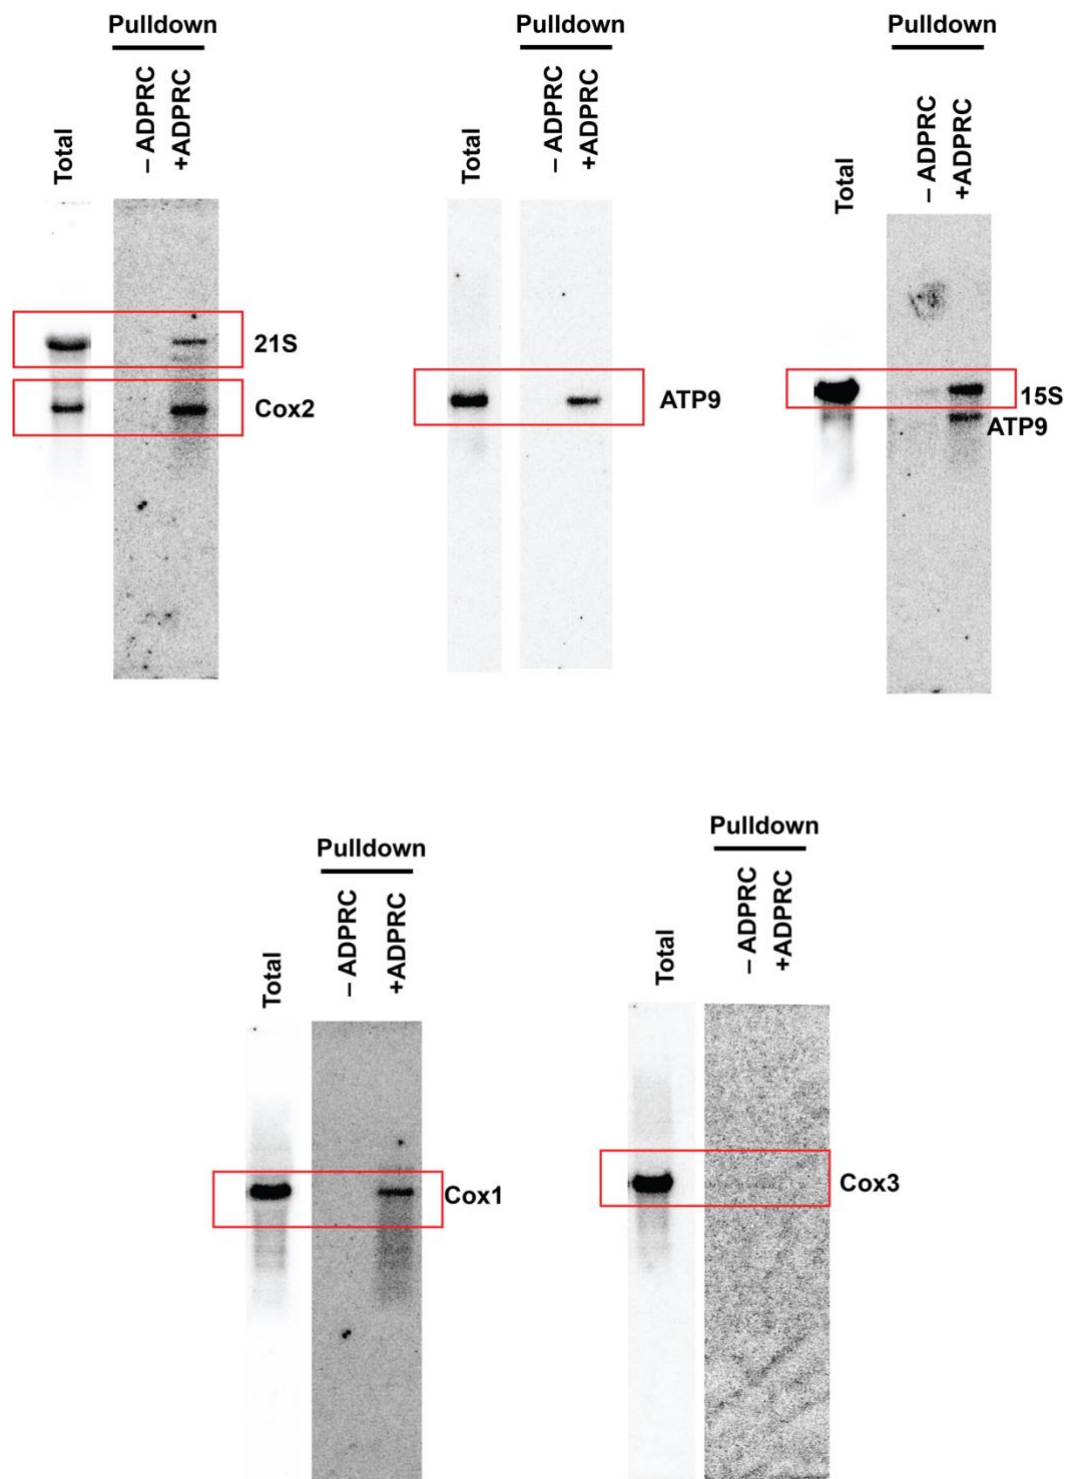

Supplementary Figure 9. Uncropped Northern blots for supplementary figure 6a.

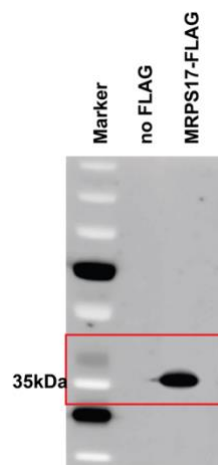

**Supplementary Figure 10. Uncropped Western blot for figure 6d.**

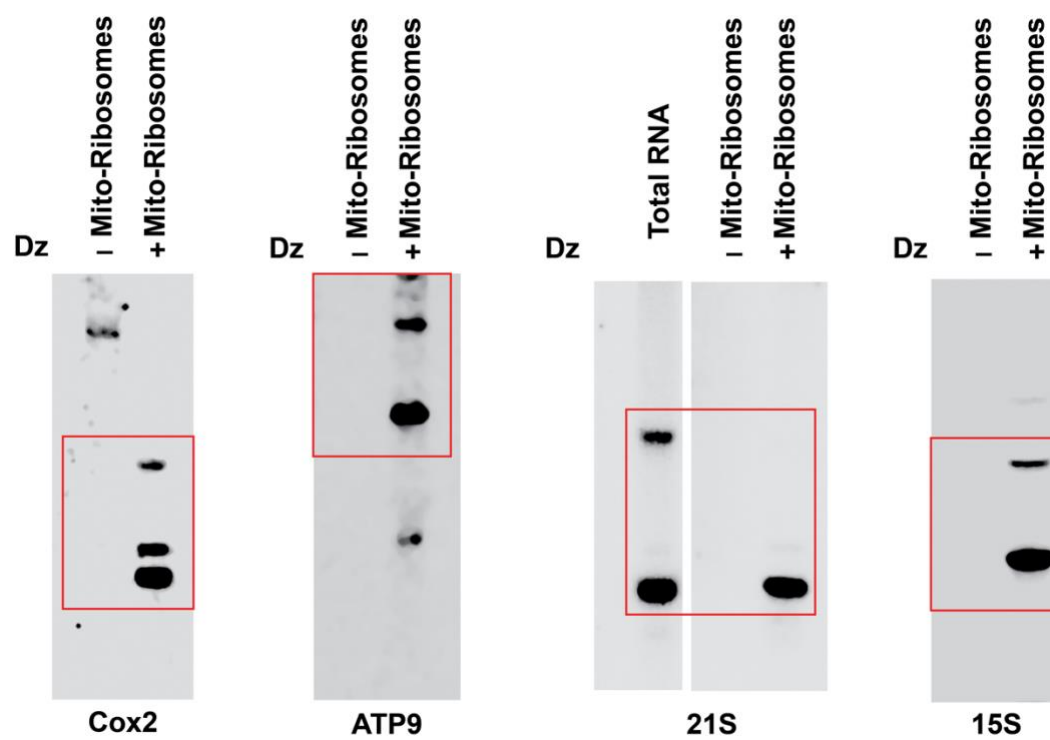

Supplementary Figure 11. Uncropped Western blot for figure 6f and g.

### **Supplementary Table 1: List of NAD-capped RNAs**

GO Term :Transposition

| <b>ANNOTATED GENES</b> |                  |
|------------------------|------------------|
| <b>1</b>               | YAR010C          |
| <b>2</b>               | <b>YBL100W-A</b> |
| <b>3</b>               | YBR012W-A        |
| <b>4</b>               | YDR034C-C        |
| <b>5</b>               | YDR098C-A        |
| <b>6</b>               | YDR098C-B        |
| <b>7</b>               | YDR170W-A        |
| <b>8</b>               | YDR210C-C        |
| <b>9</b>               | YDR210W-A        |
| <b>10</b>              | YDR261W-A        |
| <b>11</b>              | YDR316W-A        |
| <b>12</b>              | YER159C-A        |
| <b>13</b>              | YFL002W-B        |
| <b>14</b>              | YGR027W-A        |
| <b>15</b>              | YGR038C-A        |
| <b>16</b>              | <b>YGR109W-A</b> |
| <b>17</b>              | YGR109W-B        |
| <b>18</b>              | YGR161C-C        |
| <b>19</b>              | \YGR161W-A       |
| <b>20</b>              | YHR214C-C        |
| <b>21</b>              | YJR026W          |
| <b>22</b>              | YLR227W-A        |
| <b>23</b>              | YLR256W-A        |
| <b>24</b>              | YLR410W-A        |
| <b>25</b>              | YML040W          |
| <b>26</b>              | YML045W-A        |
| <b>27</b>              | YMR051C          |
| <b>28</b>              | YNL054W-A        |
| <b>29</b>              | YNL284C-A        |
| <b>30</b>              | YOR142W-A        |
| <b>31</b>              | YOR192C-A        |
| <b>31</b>              | YOR343W-A        |
| <b>32</b>              | YPR137C-A        |
| <b>33</b>              | YPR158C-C        |
| <b>34</b>              | YPR158W-A        |

**Supplementary Table 2. Yeast strains and plasmids used in the present study.**

| <b>Yeast Strains /Plasmids</b>                                                                                                                               | <b>Source</b> | <b>Identifier</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------|-------------------|
| BY4741 (MATa; his3 $\Delta$ 1; leu2 $\Delta$ 0; met15 $\Delta$ 0; ura3 $\Delta$ 0)                                                                           | Dharmacon     | YSC1048           |
| MRPS17-FLAG (BY4741; MATa; his3 $\Delta$ 1; leu2 $\Delta$ 0; met15 $\Delta$ 0; ura3 $\Delta$ 0; MRPS17:: <i>FLAG-kanMX4</i> ; <i>MRPS17::3xFLAG-kanMX4</i> ) | This study    | NA                |
| pFA6a-6xGLY-3xFLAG-kanMX6                                                                                                                                    | addgene       | #20754            |

**Supplementary Table 3. Oligonucleotides used in the present study**

| Name               | Sequence                                                                                         |
|--------------------|--------------------------------------------------------------------------------------------------|
| ϕ2.5-NAD-40-       | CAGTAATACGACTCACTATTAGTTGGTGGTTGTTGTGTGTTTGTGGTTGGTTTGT<br>TGGC ( <i>J</i> )                     |
| ϕ2.5-NAD-75-       | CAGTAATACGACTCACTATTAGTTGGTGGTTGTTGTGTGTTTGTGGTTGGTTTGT<br>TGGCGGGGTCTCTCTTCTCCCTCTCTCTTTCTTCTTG |
| IVT-G-40 -         | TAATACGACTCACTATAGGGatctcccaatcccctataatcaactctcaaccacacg                                        |
| 15S-Dz-            | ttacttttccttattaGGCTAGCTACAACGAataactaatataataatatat                                             |
| 21S-Dz-            | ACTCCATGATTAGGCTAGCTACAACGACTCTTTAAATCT                                                          |
| ATP9-Dz-           | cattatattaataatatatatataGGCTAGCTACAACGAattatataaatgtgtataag                                      |
| COX1-Dz-           | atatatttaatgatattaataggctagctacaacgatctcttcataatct                                               |
| COX2-Dz-           | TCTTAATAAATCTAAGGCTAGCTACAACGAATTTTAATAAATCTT                                                    |
| COX3-Dz-           | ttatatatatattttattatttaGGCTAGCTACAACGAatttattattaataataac                                        |
| 15S-probe-         | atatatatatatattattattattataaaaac                                                                 |
| 21S-probe-         | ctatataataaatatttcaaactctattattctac                                                              |
| ATP9-probe-        | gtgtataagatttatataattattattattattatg                                                             |
| COX1-probe-        | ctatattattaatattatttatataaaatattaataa                                                            |
| COX2-probe-t       | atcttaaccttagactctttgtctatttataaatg                                                              |
| COX3-probe-        | ttattaataataatcattgataatatcttc                                                                   |
| RPL21B-P1-         | ACCTTG TAGATCTTCAAGTAGGTG                                                                        |
| RPL21B-P2-         | GGCACCATGCTTTCTGAAG                                                                              |
| RPL21B-P3-         | CGTATTGTCTCTACTGAAGGTAACG                                                                        |
| ENB1-P1-           | CCAGACGTGGTAGACTTCTC                                                                             |
| ENB1-P2-           | GTCTTTTCGCTGTAGCAGAC                                                                             |
| ENB1-P3-           | GAGAGAAAGAGAAGCTCAAAATC                                                                          |
| IMD4-P1-           | CTAAAGCCTTTTTGTAAATCCAATG                                                                        |
| IMD4-P2-           | CCTTTGGTTCAAGCAGCAAAG                                                                            |
| MRPS17-FLAG<br>FP- | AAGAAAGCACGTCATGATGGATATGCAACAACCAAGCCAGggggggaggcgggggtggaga                                    |
| MRPS17-FLAG<br>RP- | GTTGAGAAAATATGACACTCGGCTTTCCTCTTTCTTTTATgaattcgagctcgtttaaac                                     |

# Supplementary material for: NADcapPro and circNC: methods for accurate profiling of NAD and non-canonical RNA caps in eukaryotes
**Source:** Commun Biol. 2023 Apr 13;6:406. doi: 10.1038/s42003-023-04774-6
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** circNC Junction Sequences.

# Supplementary material for: NADcapPro and circNC: methods for accurate profiling of NAD and non-canonical RNA caps in eukaryotes
**Source:** Commun Biol. 2023 Apr 13;6:406. doi: 10.1038/s42003-023-04774-6
**Supplement:** Supplementary file 3 — Supplementary Data 1

| Gene   | m <sup>7</sup> G-capped<br>3'UTR-(AA)n-5'-UTR      | % of<br>transcripts | NAD-capped<br>3'UTR-(AA)n-5'-UTR                    | % of<br>transcripts | Comments                                                                                     |
|--------|----------------------------------------------------|---------------------|-----------------------------------------------------|---------------------|----------------------------------------------------------------------------------------------|
| ENB1   | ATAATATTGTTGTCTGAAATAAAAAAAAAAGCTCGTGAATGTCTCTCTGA | ~90%                | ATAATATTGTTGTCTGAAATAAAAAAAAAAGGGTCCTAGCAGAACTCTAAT | ~60%                | NAD capped transcripts contain longer (79nts)<br>3'UTRs than m7G capped transcripts (40nts)  |
| IMD4-a | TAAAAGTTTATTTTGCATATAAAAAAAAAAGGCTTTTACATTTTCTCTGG | ~53%                | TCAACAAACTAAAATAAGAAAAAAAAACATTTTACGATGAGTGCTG      | ~90%                |                                                                                              |
| IMD4-b | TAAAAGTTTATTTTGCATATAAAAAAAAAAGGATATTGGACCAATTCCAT | ~40%                | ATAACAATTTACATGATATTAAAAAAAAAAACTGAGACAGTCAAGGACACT | ~75%                | NAD capped transcripts contain longer(295nts)<br>3'UTRs than m7G capped transcripts (117nts) |
| RPL21b | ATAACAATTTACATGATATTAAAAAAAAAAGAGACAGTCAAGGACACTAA | ~90%                |                                                     |                     |                                                                                              |
| SGF11  | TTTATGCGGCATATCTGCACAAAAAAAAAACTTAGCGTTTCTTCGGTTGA | ~72%                | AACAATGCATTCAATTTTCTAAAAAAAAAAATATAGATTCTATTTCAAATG | ~68%                |                                                                                              |

# Supplementary material for: NADcapPro and circNC: methods for accurate profiling of NAD and non-canonical RNA caps in eukaryotes
**Source:** Commun Biol. 2023 Apr 13;6:406. doi: 10.1038/s42003-023-04774-6
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Code for analyses is available at <https://github.com/shahlab/NADcapPro>.

Data analysis

Raw reads were processed for quality control and adapter removal by fastp (Chen, S., Zhou, Y., Chen, Y. & Gu, J. fastp: an ultra-fast all-in-one FASTQ preprocessor. *Bioinformatics* 34, i884-i890 (2018). <https://doi.org/10.1093/bioinformatics/bty560>). Following this, in silico rRNA depletion was accomplished by using hisat2 (Kim, D., Paggi, J. M., Park, C., Bennett, C. & Salzberg, S. L. Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. *Nat Biotechnol* 37, 907-915 (2019). <https://doi.org/10.1038/s41587-019-0201-4>) to align the reads to rRNA sequences and save the reads that did not align. Transcript abundances were quantified by aligning these rRNA-free files to a reference transcriptome ([https://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/000/146/045/GCF\\_000146045.2\\_R64/GCF\\_000146045.2\\_R64\\_rna.fna.gz](https://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/000/146/045/GCF_000146045.2_R64/GCF_000146045.2_R64_rna.fna.gz)) using Kallisto (Bray, N. L., Pimentel, H., Melsted, P. & Pachter, L. Near-optimal probabilistic RNA-seq quantification. *Nat Biotechnol* 34, 525-527 (2016). <https://doi.org/10.1038/nbt.3519>). The resulting counts were rounded and TPMs recalculated based on these rounded counts. Pairwise correlations based on the recalculated TPMs produced high correlations between replicates ( $R > 0.99$ ). Further analyses were based on these numbers and were performed using the R (R, C., Team. R: A language and environment for statistical computing. R Foundation for Statistical Computing (2022)) programming language version 4.2.138 and the Tidyverse (Hadley Wickham, M. A., Jennifer Bryan, Winston Chang, Lucy D'Agostino McGowan, Romain François, Garrett Grolemond, Alex Hayes, Lionel Henry, Jim Hester, Max Kuhn, Thomas Lin Pedersen, Evan Miller1, Stephan Milton Bache, Kirill Müller, Jeroen Ooms, David Robinson, Dana Paige Seidel, Vitalie Spinu, Kohske Takahashi, Davis Vaughan, Claus Wilke, Kara Woo, and Hiroaki Yutani. Welcome to the Tidyverse. *The Journal of Open Source Software* 4, 1686 (2019). <https://doi.org/10.21105/joss.01686>) set of packages. Differential expression was performed using DESeq2 2.2 with the "apeglm" (Zhu, A., Ibrahim, J. G. & Love, M. I. Heavy-tailed prior distributions for sequence count data: removing the noise and preserving large differences. *Bioinformatics* 35, 2084-2092 (2019). <https://doi.org/10.1093/bioinformatics/bty895>) method of normalization.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The sequencing data is deposited at GSE217259. Reviewer token: wzyepqkuflgxvml.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample size was chosen from past knowledge on the good sample size to ensure adequate power. Sample size are indicated in figure legends.    |
| Data exclusions | No data exclusions                                                                                                                               |
| Replication     | Each experiment was performed with at least three independent biological replicates. All experimental results were derived from all experiments. |
| Randomization   | No randomization was performed due to low sample number and the lack of its influence on the experimental design and output.                     |
| Blinding        | Experiments required previous empirical knowledge for interpretation.                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                      |
|-------------------------------------|------------------------------------------------------|
| n/a                                 | Involved in the study                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data               |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Commercially available Monoclonal ANTI-FLAG® M2 antibody produced in mouse (F1804) from Millipore Sigma.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Validation      | <p>Validations are carried out by the manufacturer(<a href="https://www.sigmaaldrich.com/deepweb/assets/sigmaaldrich/product/documents/144/194/vol6_iss2_antiflag_m2.pdf">https://www.sigmaaldrich.com/deepweb/assets/sigmaaldrich/product/documents/144/194/vol6_iss2_antiflag_m2.pdf</a>)</p> <p>The ANTI-FLAG M2 mouse, affinity purified monoclonal antibody binds to fusion proteins containing a FLAG peptide sequence. The antibody recognizes the FLAG peptide sequence at the N-terminus, Met-N-terminus, C-terminus, and internal sites of the fusion protein.</p> <p>Method of purification - Affinity tag purification.</p> |

How the deposited data were processed for this re-analysis (not part of the article)

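RNA abundance was measured by sequencing in 2 yeast strains, WT and *xrn1-H41A*, as standard RNA-seq, SPAAC and NADcapPro, with 3 libraries per strain and assay. Libraries were assigned to strain, assay and replicate by their labels and the paper's methods, where Dcs1 treatment before SPAAC is NADcapPro. The labels name the RNA as total RNA. The methods name polyA RNA for NADcapPro, SPAAC and the samples without ADPRC, and that wording is used here for them. They do not state the input of the standard RNA-seq. The file also holds 2 libraries without ADPRC, whose numbers neither the labels nor the paper's text ties to a strain. They were not assigned to a strain by their expression and are not used here. The comparison of NADcapPro with them, fixed beforehand, was therefore not run.

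The authors deposited estimated counts per transcript from Kallisto, rounded to whole numbers, with the length and effective length of each of 6106 transcripts and their TPM. Before that step they trimmed reads with fastp and removed those that hisat2 aligned to rRNA sequences. All of the deposited counts were whole numbers. The reference was the RefSeq transcript set of assembly R64, and 6098 of the transcripts were found in the reference used here, each with the same length. The paper's text does not name the k-mer length used in Kallisto, and 31, its default, was taken for all statements on shared k-mers. The deposited TPM values were not used. TPM was recomputed from the counts and effective lengths. No length, strand or GC correction by the authors is described in the paper's text.

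Enrichment was tested in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest) on the rounded counts, with TMM normalization, the default expression filter of edgeR (filterByExpr) and only the libraries of the 2 groups compared. The thresholds were a log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p of at most 0.01, taken from the paper. A difference between strains in NADcapPro enrichment was tested as an interaction in one model of the 12 RNA-seq and NADcapPro libraries. Standard errors of log2 fold changes were derived from the F statistic. The paper used DESeq2 with apeglm, which was run here as an alternative with DESeq2 1.42.0 and apeglm 1.24.0. Tables, permutation tests and overlaps were computed in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1. List overlaps were compared with 10000 random draws from the transcripts tested in both comparisons, and by Fisher's exact test, two-sided. RNA-seq TPM of enriched lists was compared by a one-sided permutation test with 100000 resamples on mean log10 TPM.

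The genes named in the text were chosen by a rule fixed beforehand. It takes the genes the paper names, XRN1, the 3 genes of Supplementary Table 1 with the highest mean CPM, the 3 largest changes in each direction in each NADcapPro comparison that hold in every replicate, and HIS3, LEU2, MET15 (listed as MET17) and URA3. TLC1, SNR9, the paralogs RPL21A, IMD2 and IMD3, and the other retrotransposon genes named were added after their values were seen. Sequence sharing was measured as the percentage of a transcript's 31-mers that occur in no other transcript of the set. A fold change over libraries at or under 3 counts is given as a lower bound on the ratio of assigned counts, computed against 3 counts. Reads carry no molecular identifiers, so floors cover counting error only.

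The alternatives were DESeq2's size factors in edgeR, scaling by library totals alone, no filter on low counts, at least 10 counts in every library, DESeq2's Wald test, DESeq2 with apeglm, an adjusted p of at most 0.05, edgeR's test against a 2-fold change (glmTreat), all 18 libraries in one fit, the replicate number as a block, removal of the trend on transcript length, and each replicate left out in turn. The length trend of each library was estimated by a running regression (lowess, span 0.3) over the transcripts tested. A summed set was given the mean length of its transcripts. The replicate numbers that pair libraries come from the labels, and the methods describe RNA of 3 biological replicates per strain processed by each assay. Whether libraries of one number came from one RNA preparation is not stated in the paper's text. A filter on transcripts with at least 10% of 31-mers of their own and the sums over retrotransposon transcripts were added after seeing the data.

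The test was run first on simulated counts drawn from the real means and library sizes, with 200 changed transcripts. It recovered 200 of the 200 among 5958 tested, with 0 false calls, and 0 false calls were also made by the interaction test among 5971. When a trend on length was added to the simulation, 1879 false calls were made among 5994 transcripts without the correction and 0 with it. The added trend was smooth and steeper than that seen in WT NADcapPro, so 1879 does not estimate false calls in the real lists. Simulated replicates had a small fixed spread and a call needed a 2-fold change, so few false calls could arise without a trend.

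Total counts ranged from 13038320 to 33816015 per library. The GO slim analysis of Figs. 3e and 3f was not repeated, since the mapping used by the authors was not used here, and the mitochondrial set was defined from annotated products. The gel, Northern blot, circNC and polysome experiments are not analysed here.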

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

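The tests on splits of the libraries, the sums over retrotransposon transcripts, and the non-coding RNA and RNA-seq strain comparisons were chosen after the result was seen.

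NADcapPro enrichment was at least 2-fold higher in *xrn1-H41A* than in WT for 254 transcripts and at least 2-fold lower for 178, by the interaction of strain and assay in edgeR (adjusted p of at most 0.01). The paper compares lists of calls between the strains and does not report this test, nor transcripts with lower enrichment. Removing the length trend gave 222 higher transcripts, within 1.5 times of 254, and 12.2% of the 254 had under 10% of 31-mers of their own, so neither accounts for the count. Scaling by library totals alone gave 340, but it moved the median interaction by 0.097. It could therefore not have shown that scaling produced the higher transcripts. With all 18 libraries in one fit, which moved the median by -0.062, 218 were higher and 224 lower. The part of scaling is left open. When the strain labels of a replicate number were swapped in both assays, 1 of the 4 possible assignments, the real one, gave as many transcripts past the thresholds, and 4 assignments are too few to reach a share under 0.05. When the labels were swapped separately within RNA-seq and within NADcapPro, 5 of 32 assignments gave as many. Such swaps also mix strains between the RNA-seq and NADcapPro libraries of a group, so differences in expression enter them. A biological explanation, deNADding by Xrn1, may account for the higher enrichment, but the splits leave open whether a grouping by chance contributes. In the swaps of both assays no other assignment gave as many, yet their number could not have excluded it. Whether deNADding bears on the 178 with lower enrichment was not tested, and enrichment is relative to the other transcripts of a library. By library totals alone, 127 were lower. Which direction held more transcripts also depended on the processing, for example with 197 higher and 238 lower without a filter on low counts, where the median over the same transcripts moved by -0.077.

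The genes named in the paper were among those that differed. The log2 difference between strains was -0.85 for RPL21B (edgeR adjusted p = 5.56e-12), 0.73 for IMD4 (6.33e-11), 0.31 for SGF11 (0.000445), -0.19 for ENB1 (0.00109) and 0.44 for XRN1 (3.42e-08), each from 3 libraries per group. All stayed under 2-fold. Over the alternatives, the NADcapPro values of the strains stayed apart for RPL21B (2.02 to 2.65 in WT, 1.27 to 1.89 in *xrn1-H41A*). They also did for IMD4 (0.65 to 0.80 and 1.32 to 1.63). The ranges overlapped for ENB1, SGF11 and XRN1. For XRN1 they were -1.13 to -0.20 in WT and -0.74 to -0.27 in *xrn1-H41A*. Overlapping ranges do not settle whether the differences of these genes hold under every alternative. RPL21B therefore had a lower NADcapPro enrichment without the deNADding activity of Xrn1, and IMD4 a higher one. RPL21B has 76.8% of 31-mers to itself and shares the rest with RPL21A, which was also lower in *xrn1-H41A* NADcapPro, with a log2 fold change of -0.79 against 0.00 in WT. ENB1 had a higher RNA-seq level in *xrn1-H41A*, with a log2 fold change of 1.40 between strains. IMD4 has 89.1% of 31-mers to itself, and its paralogs were lower in *xrn1-H41A* NADcapPro. IMD3 had a log2 fold change of -0.27 in WT and -1.02 in *xrn1-H41A*, and IMD2 had -0.03 and -0.33. Beyond these values and the alternatives, no technical explanation was tested for the single genes, and no biological one.

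The counts summed over all annotated retrotransposon transcripts rose in NADcapPro by a log2 fold change of 1.01 in *xrn1-H41A* and 0.01 in WT, each fitted alone. The interaction of strain and assay, from one fit of all 12 libraries with its own scaling, was 0.93 (edgeR adjusted p = 2.75e-13, with 3 libraries per group). It was between 0.68 and 1.11 under all of the alternatives run for it. In RNA-seq the sum was lower in *xrn1-H41A* than in WT by a log2 fold change of -1.04, while SPAAC depleted it in both strains. Division of reads between gag and gag-pol transcripts leaves the sum unchanged, so it does not bear on this difference. By library totals the sum was 31492 CPM in WT and 17333 CPM in *xrn1-H41A* RNA-seq, against 35124 and 41613 CPM in NADcapPro, so the RNA-seq reference differed more than NADcapPro did. The difference may therefore reflect lower retrotransposon expression in the mutant as well as capping. With the length trend removed, and the sum given the mean length of its transcripts, it was 0.68.

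Nuclear-encoded non-coding RNAs were enriched by NADcapPro more often than other transcripts. The paper discusses NAD caps of small nucleolar RNAs from earlier work and of mitochondrial rRNA, but its text gives no NADcapPro values for this set. In WT, 25 of 112 passed the thresholds (22.3% against 12.9% of the others, Fisher's exact test, two-sided, p = 0.00652), and in *xrn1-H41A* 45 of 115 (39.1% against 13.9%, p = 3.43e-11). In each strain 16 were depleted to the same degree, and the median log2 fold change of the set was 0.15 in WT and 0.51 in *xrn1-H41A*. They were short, with a median length of 186 nucleotides, and with the length trend removed 16 passed in WT and 26 in *xrn1-H41A*. Those with under 10% of 31-mers of their own numbered 8 of the 25 and 12 of the 45. Scaling by library totals alone, which raises NADcapPro values in general, gave 29 and 50. In each strain, 1 of the 4 splits of the libraries that part same-numbered pairs, the real one, gave as many. Length bias may therefore account for part of the enrichment, while the 16 and 26 that still passed are not explained by the trend. No other split gave as many, and 4 splits could not have excluded a grouping by chance. WT SPAAC enriched 7 of the 108 non-coding RNAs tested and depleted 53, with a median log2 fold change of -1.01. In WT NADcapPro over SPAAC, 54 of 107 were higher and 9 lower. The methods name polyA RNA for SPAAC and NADcapPro and do not state the input of RNA-seq. A part of a difference in input is therefore not excluded for values over RNA-seq. Small nucleolar RNAs made up 16 of the 25 and 28 of the 45. Their 5′ ends were not examined. SNR9, chosen after its values were seen, had log2 fold changes of 4.21 in WT and 4.13 in *xrn1-H41A*, with no difference between strains (interaction -0.08, edgeR adjusted p = 0.624). TLC1, the telomerase RNA, also chosen after its values were seen, had 0.66 in WT and 2.64 in *xrn1-H41A* (interaction 1.99, edgeR adjusted p = 4.23e-16).

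In standard RNA-seq, which the paper uses as the reference of each strain, 459 transcripts were at least 2-fold higher in *xrn1-H41A* than in WT and 151 at least 2-fold lower (edgeR, adjusted p of at most 0.01, 5965 tested). Scaling by library totals alone gave 672 higher transcripts and removing the length trend 437, so neither changed the count by more than 1.5 times. There were 457 higher with the replicate number as a block, and the deviations of same-numbered libraries had a mean r of -0.14. Of the 4 splits that part same-numbered pairs, 1, the real one, gave as many. No other split did, and 4 splits could not have excluded a grouping by chance. The strains may differ in decay or in expression, which these counts do not separate.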

How the results depend on the processing

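Main settings, the rule for named genes and most alternatives were fixed before the data were examined. Chosen later were the filter on a transcript's own 31-mers, the sums over retrotransposon transcripts, TPM from the other strain, the mitochondrial translation annotation, the rRNA sums, and the non-coding RNA and RNA-seq strain results with their alternatives. TLC1, SNR9, the paralogs RPL21A, IMD2 and IMD3, and the retrotransposon genes named beyond the 3 with the highest mean CPM were also chosen later. The tests on splits of the libraries were also chosen after the result was seen.

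Over 18 main results, 315 values were computed under alternatives. Of these, 285 stayed within 1.5 times of the count reported or on the same side of their test's threshold. Most of these results count transcripts in one direction and cannot change sign, so the balance of higher and lower transcripts is given below. Over the 41 values for named genes and summed counts, 599 values were computed, of which 572 kept direction and side, 12 were weaker, 6 were stronger and 9 reversed.

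Scaling by library totals alone left 71 transcripts enriched by WT SPAAC and 46 by *xrn1-H41A* SPAAC, and 34 enriched by both assays in WT, but gave 1996 transcripts higher in NADcapPro than in SPAAC and 556 NADcapPro transcripts in *xrn1-H41A* alone. It moved the median log2 fold change of all transcripts by -0.31 in WT SPAAC, 0.15 in WT NADcapPro, -0.38 in *xrn1-H41A* SPAAC, 0.26 in *xrn1-H41A* NADcapPro, 0.61 in NADcapPro over SPAAC, 0.18 between the strains in RNA-seq and 0.10 in the interaction. The share of enriched among changed transcripts went from 23.1% to 5.00% in WT SPAAC, from 57.0% to 71.1% in WT NADcapPro, from 24.1% to 3.14% in *xrn1-H41A* SPAAC and from 59.2% to 80.0% in *xrn1-H41A* NADcapPro. It went from 54.1% to 91.1% in NADcapPro over SPAAC, or to 66.2% with all 18 libraries in one fit, which moved the median by 0.14. It went from 75.2% to 87.4% between the strains in RNA-seq and from 58.8% to 72.8% in the interaction. The paper's text describes no spike-in, and the counts do not settle which scaling holds.

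With the length trend removed, the enriched transcripts numbered 78 for WT SPAAC, 457 for WT NADcapPro and 77 for *xrn1-H41A* SPAAC. The share of enriched among changed transcripts went to 51.3% in WT NADcapPro and to 49.7% in *xrn1-H41A* NADcapPro, where 629 were enriched and 636 depleted. Under this correction 23 were enriched by both assays in WT, 316 NADcapPro transcripts were shared by the strains, 16 non-coding RNAs passed in WT and 26 in *xrn1-H41A*, and 7 mitochondrial ribosomal protein transcripts passed (Fisher's exact p = 0.666, between 1.07e-05 and 0.666 over all its alternatives). The test against a 2-fold change gave 157 for WT SPAAC, 132 for *xrn1-H41A* SPAAC, 33 for both assays in WT, 15 non-coding RNAs in WT, 260 transcripts higher in *xrn1-H41A* RNA-seq and 64 for the interaction. With all 18 libraries in one fit, *xrn1-H41A* SPAAC enriched 172. Without a filter on low counts, the share of higher transcripts in the interaction went from 58.8% to 45.3%. It was 47.1% in the test against a 2-fold change, 49.3% with all 18 libraries in one fit and 45.4% without WT NADcapPro replicate 1. The median over the same transcripts moved by -0.077 without the filter, -0.062 with all 18 libraries and -0.078 without that replicate, so these changes came with a shift of the scaling. All 197 higher transcripts without the filter and all 200 without that replicate were among the 254. For the other changes the cause was not tested.

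Of the listed retrotransposon genes, 5 of the 5 with at least 10 counts in every library passed in WT and 4 of 5 in *xrn1-H41A*, since that filter leaves out transcripts at 0 in RNA-seq. Only 2 of the 35 have at least 10% of 31-mers of their own, and both passed in each strain. The filter on 31-mers also left 44 transcripts enriched by both assays and 16 non-coding RNAs in WT. Summed over all annotated retrotransposon transcripts, the log2 fold change in WT NADcapPro was 0.0073 (edgeR adjusted p = 0.781). Across the 6 fits that each left out one replicate, it went from -0.012 to 0.025, changing sign around 0. With the length trend removed it was 0.77, the highest value, and its adjusted p lay between 3.91e-15 and 0.916 over its alternatives. In *xrn1-H41A* it was between 0.96 and 1.45, under 2-fold in 7 of 13 alternatives.

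The SPAAC values of RPL21B and SGF11, all under 2-fold, changed sign. RPL21B went to -0.024 in WT and -0.12 in *xrn1-H41A* with the length trend removed, and to -0.052 in *xrn1-H41A* by library totals alone. SGF11 went to -0.15 and -0.14 with the length trend removed and to -0.029 and -0.15 by library totals alone. Lowest replicate correlations were 0.992 on TPM without logs, 0.988 with a pseudocount of 0.1 and 0.998 with at least 10 counts in every library.

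Leaving out each replicate gave 276 to 309 enriched transcripts for WT SPAAC, 777 to 793 for WT NADcapPro, 246 to 279 for *xrn1-H41A* SPAAC and 846 to 868 for *xrn1-H41A* NADcapPro. It gave 200 to 256 for the interaction. No main result fitted with the replicate number as a block moved by more than 1.5 times, and the mean r of same-numbered libraries was between -0.14 and 0.09.

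For each comparison of 3 libraries with 3, splits were counted among the 4 of the 10 that part all same-numbered pairs, and 1 of the 4, the real one, gave as many transcripts. The other splits keep at least 1 pair together. This held for the 4 lists, NADcapPro over SPAAC, the retrotransposon genes of both strains and the mitochondrial ribosomal protein transcripts. For transcripts shared by the strains, 1 of 16 joint splits gave as many, and for those in *xrn1-H41A* alone 4 of 16. These designs cannot give a share under 0.05. For transcripts enriched by both assays in WT, 11 of 100 permutations of the 3 assay labels within replicate numbers gave at least 67. Permuted sets were scored in the larger direction and carry real differences between assays, so this share cannot decide on a grouping by chance.

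The smallest libraries, WT RNA-seq replicate 1 with 13038320 counts and *xrn1-H41A* RNA-seq replicate 3 with 14878320, set a floor of 0.230 and 0.202 CPM for 3 counts, which limits the fold bounds of transcripts at 0. The comparison with libraries without ADPRC was not run, since those libraries were not matched to a strain.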

Differences from the paper's values

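With the main settings, none of the paper's counts of enriched or shared transcripts differed by more than 1.5 times and the replicate error, nor did its replicate correlation. Single transcripts that differed are given below. With DESeq2 and apeglm, the tools named in the paper's methods, 267 transcripts were enriched in WT SPAAC against the paper's 268, 769 in WT NADcapPro against 769, and 830 in *xrn1-H41A* NADcapPro against 830.

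The paper names ENB1 and IMD4 among the transcripts identified by NADcapPro and not by SPAAC. Their log2 fold changes over RNA-seq in WT were 0.38 for ENB1 and 0.66 for IMD4, under the 2-fold threshold. Over the 15 alternatives, including DESeq2 with apeglm, ENB1 was between 0.36 and 0.61 and IMD4 between 0.65 and 0.80, so none of them called either transcript in WT. In *xrn1-H41A* NADcapPro, IMD4 passed with 1.37 and ENB1 had 0.17. In NADcapPro over SPAAC, both passed, with 1.13 for ENB1 and 1.35 for IMD4. RPL21B and SGF11 passed in WT NADcapPro, with 2.50 and 2.18.

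The paper describes the transposition transcripts as undetected by RNA-seq. Of the 35 listed genes, 5 were above 3 counts in WT RNA-seq and 6 in *xrn1-H41A*, among them YGR109W-B with 1255 to 2815 counts in WT. It also gives a threshold that their log2 enrichment passed. A lower bound on the log2 fold change of assigned counts was taken against a floor of 3 counts. It passed 10 for 12 of the 35 in WT and 20 in *xrn1-H41A*. The median bound was 8.90 in WT and 10.42 in *xrn1-H41A*. The fold changes that edgeR gives without such a floor had a median log2 of 14.30 in WT and ran from 1.04 to 18.02. YDR098C-B, 1 of the 35, was under 2-fold in *xrn1-H41A*, with a log2 fold change of 0.70.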

Other observations

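The tests on summed retrotransposon counts, on 31-mers of the listed genes, on rRNA and on the mitochondrial set were chosen after the result was seen. So were the TPM from the other strain and the minimum on a transcript's own 31-mers. The others were chosen before.

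Retrotransposon transcripts. NADcapPro enriched 34 of the 35 listed genes in WT, also with library totals alone (34). With 30 of the 35 at 0 in all WT RNA-seq libraries, scaling could not have changed most of these calls, so this does not test it. Of the 35, 31 share every 31-mer with another transcript. Summed over all 91 retrotransposon transcripts the WT log2 fold change was 0.0073, or 0.16 by library totals alone and 0.77 with the length trend removed, while the gag share of the sum went from 0.0771% to 22.0%. These values can arise if reads of the same elements were assigned to gag-pol transcripts in RNA-seq and partly to gag transcripts in NADcapPro. A candidate explanation is that recovered RNA covers the 5′ part of the elements more than the rest, which cannot be seen in counts. Without the length correction, the gain of retrotransposon RNA over other transcripts in WT was less than 2-fold. That correction used the mean length of the 91 transcripts. Nearly all RNA-seq counts of the sum were in the longer gag-pol transcripts, so a limit on the gain with the correction is not settled. In *xrn1-H41A* the sum rose by 1.01 on the log2 scale, at the limit of 2-fold set for this test, so neither explanation is excluded there. The median log2 bound of the single genes was 8.90 in WT and 10.42 in *xrn1-H41A*. In SPAAC the gag share was 2.87% in WT and 9.30% in *xrn1-H41A*, while the log2 fold changes of the sums were -2.96 and -2.06.

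Transcript length. Across transcripts with at least 90% of 31-mers of their own, the log2 fold change over RNA-seq fell with length, with a Spearman rho of -0.66 in WT SPAAC, -0.53 in WT NADcapPro, -0.60 in *xrn1-H41A* SPAAC and -0.38 in *xrn1-H41A* NADcapPro. Between the strains in RNA-seq, rho was -0.03. For the interaction of strain and assay it was 0.23, with a median of -0.10 in the shortest quartile and 0.25 in the longest. In WT NADcapPro, the median log2 fold change was 0.51 in the shortest quartile, up to 702 nucleotides, and -0.64 in the longest, from 1887 nucleotides. With each library's trend removed, 52.1% of the 787 WT transcripts and 65.4% of the 867 *xrn1-H41A* transcripts still passed. Length may therefore account for part of both lists, through fragmentation or capture of whole molecules, while the transcripts that still pass are not explained by the trend. Short transcripts could also be NAD-capped more often, and the counts used here cannot separate that from a bias of capture. The libraries without ADPRC, made as a control for background, were not compared. In NADcapPro over SPAAC, rho was 0.14. Of the 787, 7.37% had under 10% of 31-mers of their own, but too few transcripts have so little sequence of their own for sharing to account for most of a list of this size, so the test could not have come out otherwise.

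Mitochondrial ribosomal proteins. In WT, 23 of 79 passed, and 7 with the length trend removed (Fisher's exact test, two-sided, p = 0.666, between 1.07e-05 and 0.666 over all alternatives). Their length may therefore account for the enrichment of the set, which had a median of 654 nucleotides against 1188 for the transcripts tested. In NADcapPro over SPAAC, 11 of 79 were higher (Fisher's exact test, two-sided, p = 0.867).

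Abundance. The lower RNA-seq TPM of WT NADcapPro than of WT SPAAC transcripts could arise because the same RNA-seq counts enter the call and the TPM. With TPM from the *xrn1-H41A* RNA-seq libraries, the difference in mean log10 TPM was 0.564 against 0.723, with a permutation p of 1e-05, the smallest that 100000 resamples can give, so this did not remove the difference. Without the genes of Supplementary Table 1 it was 0.718, but transcripts at 0 TPM do not enter either value, so that does not test their part. With them included at a pseudocount of 0.01 TPM the difference was 0.583, with the same permutation p. The NADcapPro list of WT had a median TPM of 33.0, against 25.6 for all transcripts, so its lower TPM is relative to the SPAAC list.

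Ribosomal RNA. The largest depletions in NADcapPro were rRNA transcripts, RDN25-1, RDN25-2 and RDN18-2 in WT and RDN25-1, RDN25-2 and RDN18-1 in *xrn1-H41A*. They had 0 counts in all NADcapPro libraries. RDN25-1 (chromosome XII, 451786 to 455181, minus strand) was at 543 ± 367 CPM (SD, n = 3) in WT RNA-seq. Its assigned counts were at least 5587-fold lower in WT NADcapPro. None of them has a 31-mer of its own, since the 18S and 25S transcripts lie inside the 37S precursors. Summed over the 18S, 25S and 37S transcripts, the log2 ratio of NADcapPro to RNA-seq was -2.73 in WT and -1.40 in *xrn1-H41A*. Division of reads with the precursors may account for the values at 0 but not for the fall of the sums, which was over 2-fold in both strains. The authors removed rRNA reads before counting, so these counts are what was left, and no biological explanation was tested.

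Strain background. Supplementary Table 2 lists deletion alleles of HIS3, LEU2, MET15 and URA3 in BY4741. In the RNA-seq and NADcapPro libraries, LEU2, MET17 (the listed name of MET15) and URA3 had at most 4 counts. HIS3 was counted, at 106 ± 7.95 CPM (SD, n = 3) in WT RNA-seq, and its log2 fold change was 1.95 in WT NADcapPro and 1.94 in *xrn1-H41A* NADcapPro. Which part of HIS3 the counts come from cannot be seen here, and no explanation was tested.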
